# A simple method to efficiently generate structural variation in plants

**DOI:** 10.1371/journal.pgen.1011977

**Published:** 2025-12-18

**Authors:** Lindsey L. Bechen, Naiyara Ahsan, Alefiyah Bahrainwala, Mary Gehring, Prasad R. V. Satyaki

## Abstract

Phenotypic variation is essential for the selection of new traits of interest. Structural variants, consisting of deletions, duplications, inversions, and translocations, have greater potential for phenotypic consequences than single nucleotide variants. Pan-genome studies have highlighted the importance of structural variation in the evolution and selection of novel traits. Here, we describe a simple method to induce structural variation in plants. We demonstrate that a short period of growth on the topoisomerase II inhibitor etoposide induces heritable structural variation and altered phenotypes in *Arabidopsis thaliana* at high frequency. Using long-read sequencing and genetic analyses, we identified deletions and inversions underlying semi-dominant and recessive phenotypes. This method requires minimal resources, is potentially applicable to any plant species, and can replace irradiation as a source of induced large-effect structural variation.

## Author summary

Improvement of crop species relies on selecting from amongst existing natural variation in the traits a species exhibits. However, the standing diversity of a given crop species is unlikely to encompass all desirable possibilities. Crop breeders therefore often induce new traits by changing DNA sequence at random locations. These changes may be either at the scale of single nucleotides in the genome or at the scale of tens to millions of bases, depending on the method used. Inducing large changes to DNA is desirable because such changes are more likely to create new traits. However, current methods to induce such changes require a radiation source and thus may not be accessible to crop breeders world-wide or are tedious to apply. Here we describe a new method that repurposes the well-studied cancer drug etoposide to induce large genetic changes to plant genomes and demonstrate its efficacy in *Arabidopsis thaliana*. This method is simple, affordable, and potentially applicable to a wide variety of plant species.

## Introduction

Genomic structural variations (SVs) – insertions, deletions, duplications, translocations and inversions – are an important source of genetic and phenotypic novelty. Structural variants create genetic novelty by multiple means, including fusing the coding regions of two genes, altering cis-regulatory environments and gene expression patterns, and by altering or suppressing recombination, among other mechanisms. In addition, deletions and duplications alter gene or chromatin dosage [1–3]. Novel structural variants have larger phenotypic effects per mutation than single nucleotide variants [4] and have been selected for when they underlie traits beneficial to the organism or desirable to agriculturists [5,6].

Recent pan-genome sequencing of multiple plant species has underscored the versatility and significance of structural variation to phenotypic variation, modern crop traits, and crop improvement. Lower seed sets in watermelons and grapes, important for the development of popular “seedless” varieties, have been linked to large inversions that cause meiotic defects [7,8]. SVs have also been linked to the domestication of broomcorn millet [9] and sorghum [10]. In pearl millets, gain of heat tolerance has been linked to SVs at multiple loci [11]. SVs are also associated with variation in immunity and plant defense responses [12–14]. In Arabidopsis, a multi-enzyme pathway synthesizes the glucosinolate family of defense compounds. SVs that either delete or fuse enzyme-encoding paralogs modify enzymatic pathways and are responsible for ecotype-specific variation in glucosinolates [15]. Studies of *Oryza sativa* provide numerous examples of how SVs influence phenotypes. Change in copy number of *VIL1* is associated with changes to flowering time and grain number variation [16]. In addition, duplications of the *KALA4* gene – a regulator of the anthocyanin biosynthesis pathway – create a novel cis-regulatory region that promotes ectopic expression of anthocyanins and causes a “black pericarp” phenotype [17]. In peaches, fruit flesh color around the stone and fruit shape are dependent on a deletion and a megabase scale inversion [18]. Modern varieties of sweet corn were created by selecting for an inversion that creates a loss-of-function mutation in the *shrunken-2* gene, which encodes the first enzyme of the starch biosynthesis pathway [19,20]. In tomatoes, a duplication of a cytochrome P450 gene is linked to increased fruit weight [5].

Extant crop genetic diversity is unlikely to provide all possible SV diversity that could impact crop improvement. Induced structural variation can therefore provide novel germplasm for breeding programs, information that can be used for targeted CRISPR-mediated restructuring of crop genomes, and novel genetic variants for understanding fundamental aspects of plant biology. The most common method employed to induce random structural variation is exposure to ionizing radiation, including X-rays, gamma irradiation, and heavy ions [21–26]. Since the 1960’s, irradiation has been used to induce structural variation in model organisms and in numerous crops including, more recently, rapeseed [27], wheat [28], cotton [29], rice [23,30], poplar [22,31], soybean [32,33], and buckwheat [34]. Populations carrying such structural variation have been used for the isolation of mutations that abolish hybrid sterility in rice [35] and the creation of seeds differing in oil composition [21,27].

Although radiation-induced structural variation remains an important element of modern plant breeding, there are logistical challenges. In contrast to the induction of single nucleotide variants that researchers can conveniently pursue in their own labs using ethyl methanesulfonate (EMS) or sodium azide [36], the induction of structural variants requires access to radiation sources. Radiation sources are heavily regulated and access to nuclear reactors, particle accelerators, and other sources of radiation is a bottleneck in the creation of structural variant libraries [26]. Additionally, application of irradiation can be tedious. For example, the creation of a mutant population in poplar required irradiation of collected and dried pollen [22]. One alternative is the extended TAQing approach, in which a transgene expresses a restriction enzyme to induce conditional double-stranded DNA breaks, which then leads to shuffling of the plant genome [37]. However, this approach can be challenging as the commercial varieties of many crops are not easily transformed.

To surmount the current challenges of creating SVs in plants, we sought a simple method that could be applied to any plant species of interest to induce SVs with high frequency. We drew inspiration from the ubiquity and ease of EMS chemical mutagenesis to induce single nucleotide variants. One possible class of mutagens for SV induction is DNA topoisomerase II (Topo II) inhibitors. Topo II relaxes torsional stress from DNA supercoiling generated during DNA replication or transcription by transiently breaking both strands and then ligating them after passing a DNA segment through the break. Between strand breakage and ligation, Topo II is covalently linked to DNA via a tyrosine residue, forming a topoisomerase cleavage complex [38]. This complex is stabilized by the inhibitor etoposide. A collision between covalently-linked Topo II and DNA polymerases during DNA replication, or with RNA polymerases during transcription, leads to removal of the Topo II enzyme, which results in the generation of double-stranded breaks (DSBs) [39–42]. The imprecise repair of DSBs leads to genomic rearrangements and structural variation in mouse spermatocytes, fibroblasts, and in human cells [43–45]. Previously, it was shown that treatment with etoposide impacts genome stability and inhibits plant growth in *Arabidopsis thaliana*, *Allium cepa*, and *Lathyrus sativus* [46–49] and causes chromosomal fragmentation during meiosis in Arabidopsis [48]. However, its potential as a mutagen that can induce structural variation in plants has not been investigated. Here, we provide proof-of-principle that the chemotherapeutic drug etoposide efficiently generates novel genomic structural variation in *Arabidopsis thaliana*.

## Description of the method

In brief, the procedure was to germinate and grow seeds on media containing etoposide for 2–3 weeks until multiple true leaves developed. Etoposide-treated seedlings were then transferred to soil for the remainder of the life-cycle (Fig 1A). Progeny of these plants were screened for phenotypes of interest (Figs 1B–F, S1).

**Fig 1:**
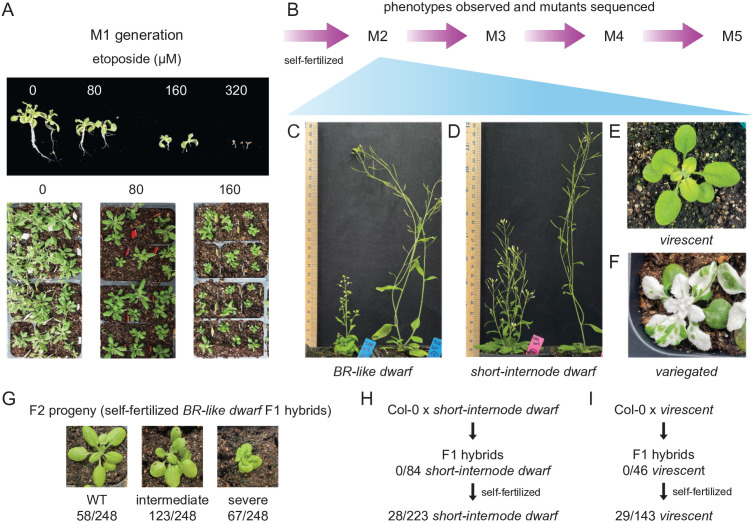
Etoposide induces novel heritable phenotypes. (A) Arabidopsis seeds germinated on increasing concentrations of etoposide show a dose-responsive growth defect (upper panel). Seedlings grown on 320 μM etoposide did not exhibit true leaves. This generation is referred to as M1. Growth defects persisted after transplantation to soil (lower panel). (B) M1 was self-fertilized to give rise to M2. Subsequent rounds of self-fertilization produced M3, M4, and M5 generations. A visual examination of M2 generation identified multiple phenotypes, including: (C) a *brassinosteroid-like dwarf* phenotype, (D) a fertile dwarf with short internodes, (E) a *virescent* phenotype with yellowish leaves, and (F) a *variegated* phenotype. (G-I) describe crosses to the wild-type and subsequent selfing to identify the nature of inheritance of the mutant phenotypes and the number of contributing loci. (G) The *BR-like dwarf* phenotype is incompletely dominant and displays three phenotypic classes. F2 segregation data suggests that this phenotype is caused by mutation at a single locus. (H) The *short-internode dwarf* phenotype is recessive and is likely caused by more than one locus. (I) The *virescent* phenotype is recessive and caused by a single locus.

Etoposide (Abcam AB120227) stock was created by dissolving etoposide salt in DMSO to obtain a 100 mM solution. This stock was added to 0.5x Murashige and Skoog (MS) media supplemented with 1% sucrose and Phytoagar to final etoposide concentrations in the 0–640 µM range. Etoposide solubility in aqueous solutions decreased beyond concentrations of 160 µM. We found that the efficiency of etoposide varied by batch and by the species to which etoposide was applied. It is therefore prudent to identify the highest concentration of etoposide resulting in reduced seedling growth without lethality (Fig 1A). Wild-type Col-0 seeds were sterilized by incubating in 2% (v/v) plant preservative mixture (Plant Cell Technologies) for three days at 4°C and sowed on MS media plates supplemented with sucrose and differing concentrations of etoposide (0 µM i.e. DMSO only, 20 µM, 40 µM, 80 µM, 160 µM, 320 µM, or 640 µM) for up to two weeks (Fig 1A). Plants grown on DMSO alone or 20 µM etoposide showed no observable growth defects (Fig 1A). Two-week-old seedlings grown on 40 µM etoposide exhibited gnarled leaves but no differences in size. Seedlings grown on 80 µM etoposide showed marginally reduced growth (Fig 1A). Of the seedlings grown on 160 µM of etoposide, less than half (75/184) developed true leaves. In addition, these plants displayed stunted root growth (Fig 1A). Seedlings grown on 320 µM or 640 µM etoposide showed little root or shoot growth and exhibited high seedling lethality. Seedlings grown on DMSO only, 80 µM, and 160 µM etoposide (referred to as M1 plants) were transplanted to soil and compared at maturity. Those exposed to 160 µM etoposide exhibited significantly more abnormal phenotypes than DMSO only or 80 µM etoposide plants, including loss of apical dominance, gnarled leaves, reduced plant size, seed abortion, and lower seed number at maturity (Fig 1A). M2 seeds were collected from mature M1 plants treated with 160 µM etoposide.

## Verification and comparison

### Treatment with etoposide results in mutants with a variety of phenotypes

To test if M1 plants produced progeny with mutant phenotypes, we scored for six visible phenotypes—dwarfism, loss of apical dominance, seed size or abortion, leaf shape or size, flowering time, and leaf pigmentation—among the progeny (M2 generation) of plants treated with 160 µM etoposide. Of M2 progeny derived from 42 different M1 parents, 29 lines exhibited at least one obvious visible phenotype (Figs 1B–F, S1, S1 Table). These phenotypes included: variegated or albino plants, altered flowering time, altered leaf shape and size, sterility or seed abortion, and dwarfism (S1 Fig, S1 Table). The large proportion of plants showing visible phenotypes suggested that etoposide could be an excellent mutagen for efficiently creating large-effect mutations.

### Etoposide treatment induces a spectrum of structural variation types

To characterize the molecular nature of etoposide-induced mutations, we employed Illumina short-read sequencing technology to sequence the genomes of 32 M2 or M3 progeny of 15 etoposide-treated M1 plants (S2 Table). To capture the full mutational spectrum, we included individuals with and without a scored mutant phenotype (see S3 Table for relationships). To enhance the accuracy of our structural variation (SV) and other mutation calls, we also identified mutations segregating in our laboratory Col-0 population by sequencing four M2 plants descended from four control M1 lines treated only with DMSO.

To identify etoposide-induced SVs, we first adapted a computational approach that uses genome-wide coverage to identify large segmental deletions or duplications [50,51]. Using this technique, we identified ten duplications and one deletion, which were between 100 kb and 1 Mb in length (Fig 2A, S4 Table). The robustness of this analytical approach was underscored by detecting the same duplications in M2 siblings (S2 Fig, S4 Table). Next, we employed LUMPY Express [52] to identify structural variants (SVs) in mutant and control plants. This pipeline identified 2,224 variants that included inversions, deletions, duplications, and breakends, which were then filtered for high-confidence events. Breakends were excluded from further analyses because of the challenges of identifying their molecular nature. A high proportion of predicted SVs mapped to Nucleolar Organizer Regions (NOR), plastid genomes, and a small subset of other genomic loci. To test the potential for the induction of SVs in difficult-to-map repetitive regions, we measured read depth at rDNA and telomeres and assessed if etoposide treatment was linked to a higher degree of repeat copy number variation. Although the number of control plants was insufficient to make a definitive statement, we found that the variation in read depth among etoposide-treated lines was comparable to that in control lines, suggesting that etoposide treatment likely did not trigger additional genomic instability in repetitive DNA (Fig 2B). We also found that these SVs were present in control plants, suggesting that they represent mapping artifacts or naturally occurring SVs extant in wild-type plants. Based on these observations, we excluded SVs mapping to these regions from further analyses. To further filter out etoposide-independent SVs, those that were found in four or more etoposide-derived lineages were excluded, although we cannot exclude the possibility that these represent common fragile sites. After applying these stringent filters, we identified 27 unique SVs including 16 deletions and three duplications that ranged between 35 bp and 950 bp in size (S3, S4 Figs, S5 Table). We also identified eight inversions that span between 124 bp and 4 Mb in length (S3, S5 Figs, S5 Table). In sum, the coverage-based approach and LUMPY Express analysis suggest that etoposide treatment induces structural variation in Arabidopsis.

**Fig 2:**
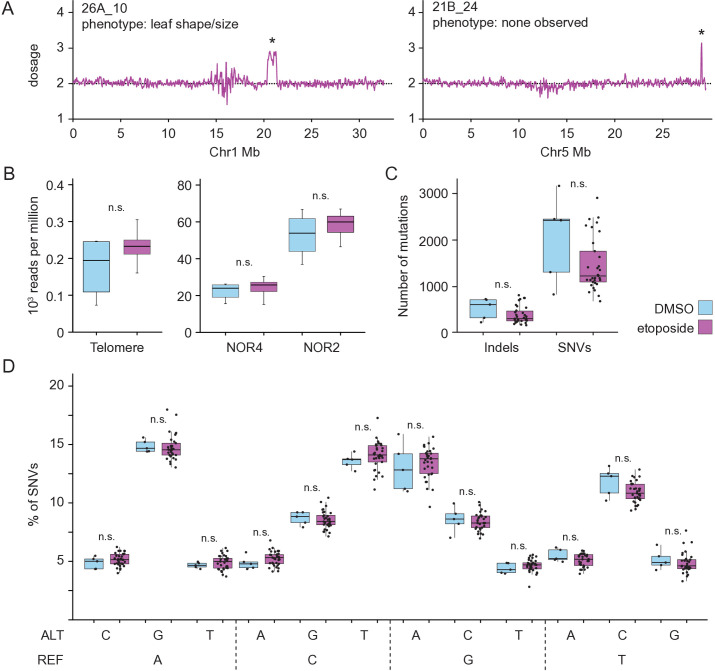
Impact of etoposide on SNVs and repetitive regions. (A) Duplications in etoposide-treated lines as assessed by short-read sequencing. Dosage across the indicated chromosome is shown. Chromosomal segments with one extra copy are indicated with *. (B) For lllumina short-read libraries of each control and etoposide-treated plant that we sequenced, total number of reads aligning to the telomere (CCCTAAA), NOR2, and NOR4 were normalized to total numbers of aligned reads in each library. Number of thousand reads, per million sequenced reads, for all control and etoposide treated libraries are represented in this boxplot. Wilcoxon test shows no statistical difference in the median value of read-depth over repetitive regions in control and etoposide-treated plants. (C) Total number of indels and single nucleotide variants (SNVs), genome-wide, identified in etoposide-treated (purple) and control lines (blue). (D) Box-plot describes the composition of nucleotide changes in progeny of plants exposed to etoposide and progeny of plants exposed to DMSO. All SNVs passing quality filters were included here. REF indicates reference allele and ALT represents the alternate SNV. Wilcoxon test was used to determine the significance of differences in SNV numbers between the progeny of etoposide and DMSO treated plant; n.s indicates *p* > 0.05.

The short-read data was also used to test if etoposide treatment resulted in increased single nucleotide variants (SNVs), or short indels. SNV and short indel analysis identified a comparable number and spectrum of SNVs in etoposide-treated and control lines (Fig 2C, D), suggesting that etoposide did not induce excess SNVs or short indels. Nevertheless, we cannot completely rule out the possibility that some SNVs and short indels may arise due to exposure to etoposide. Therefore efforts by users of etoposide mutagenesis to identify mutations underlying phenotypes of interest should also employ analyses that can accurately identify SNVs and small indels.

## Applications

### Novel recessive and dominant phenotypes can be created by etoposide mutagenesis

To assess the applicability of etoposide mutagenesis in creating novel traits and to establish genotype-phenotype relationships, we closely examined four M1 lines with visible phenotypes: a dwarf line reminiscent of weak brassinosteroid-insensitive mutants (Fig 1C) [53], referred to as *brassinosteroid-like (BR-like) dwarf* (line 1A); a dwarf line with short internodes (line 34C), or *short-internode dwarf* (Fig 1D); a line with delayed greening (line 13B), termed *virescent* (Fig 1E); and a line with a *variegated* phenotype (line 5A) (Fig 1F). The semi-sterile *BR-like dwarf* line (Fig 1C) exhibited short, thick stems that bore fleshy leaves. In contrast, the *short-internode dwarf* mutant, though short in stature, was fertile, produced the same number of nodes on the primary inflorescence as WT plants (S1H, I Fig), and lacked the fleshy leaf phenotype observed in the *BR-like dwarf* (Fig 1D). In the *virescent* line, juvenile plants exhibited reduced chlorophyll pigmentation, whereas adult plants exhibited normal pigmentation (Fig 1E). *Variegated* mutants displayed light- and temperature-dependent variations in the proportions of green and white sectors on cotyledons and true leaves (Fig 1F).

The *BR-like dwarf, short-internode dwarf,* and *virescent* phenotypes were transmitted from self-fertilized parents to offspring for at least three additional monitored generations, indicating that the phenotype was true-breeding and the underlying mutant genotype was stable (Fig 1B). To assess whether these phenotypes were dominant or recessive, mutant lines were crossed to wild-type. The resultant F1 progeny from the *BR-like dwarf* exhibited intermediate dwarfing, suggesting that the phenotype was incompletely dominant (Fig 1G). The F1 progeny from the *short-internode dwarf* line and the *virescent* line displayed a wild-type phenotype, indicating that these mutant phenotypes were recessive (Fig 1H, I). *Variegated* plants did not flower readily, so this phenotype was maintained as a heterozygous stock for the same number of generations. When self-fertilized, plants from this line either produced all green progeny or one-quarter variegated progeny, indicating that this phenotype was recessive (S6 Fig).

To estimate the number of loci contributing to the *BR-like dwarf*, *short-internode dwarf*, and *virescent* phenotypes, we examined F2 progeny obtained by self-fertilizing the F1 plants. Of F2 progeny of F1 *BR-like dwarf* plants with an intermediate dwarfing phenotype, 23.4% had a wild-type phenotype, 49.6% exhibited an intermediate phenotype, and 27.0% had a severe mutant phenotype (Fig 1G). This result suggested that a single incompletely dominant locus caused the *BR-like dwarf* phenotype (58:123:67 severe:intermediate:wild-type, H_0_ = 1:2:1 ratio, χ^2^ = 0.669; df = 2, *p* > 0.5). The *short-internode dwarf* phenotype was observed in 1/8 of progeny obtained by self-fertilizing F1 plants (28:195 *short-internode dwarf*:wild-type) (Fig 1H). This ratio is consistent with the recessive phenotype being caused by mutations in two linked loci, among other possibilities. For the *virescent* line, 20.9% of the F2 progeny displayed the mutant phenotype (Fig 1I). This is consistent with the phenotype being caused by mutation of a single locus (29:114 *virescent*:wild-type, H_0_ = 1:3, χ^2^ = 1.69; df = 1, 0.25 > *p* > 0.1). These observations indicate that etoposide mutagenesis can efficiently create novel recessive and dominant phenotypes caused by alteration to one or more loci.

To further characterize the four phenotypes, we performed mRNA sequencing of rosette leaves for M3 plants of *BR-like dwarf, short-internode dwarf, virescent,* and *variegated* lines (S6 Table). 

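Leaf RNA was sequenced from 53 plants. The plants comprised 6 BR-like dwarf plants and 4 relatives without the phenotype, 6 short-internode dwarf plants and 4 relatives, 6 virescent plants and 4 relatives, 14 plants of the variegated line and 9 DMSO plants. Of the plants in the variegated line, 1 was white, 3 were green with variegated progeny and 10 were green without variegated progeny. Mature leaves of plants 32 days old were frozen, and stranded libraries were read as paired ends on a single lane. The authors trimmed the reads and estimated transcript abundance with Salmon, a program that assigns reads to transcripts by a probabilistic model, against the Araport11 transcripts of Arabidopsis with the Col-CEN v1.2 genome as decoy sequences. The deposited table holds the estimated counts of 27501 genes per library, not normalized, of which 9.27% of the values are not whole numbers. Counts were rounded before testing. Total counts ranged from 29739361 to 116654254 per library with a median of 47326147. They ranged from 41982793 to 56126567 in BR-like dwarf plants (median 48219898) and from 38571042 to 56377464 in their relatives (median 49506441). In short-internode dwarf plants they ranged from 39631454 to 61035666 (median 49284004) and in their relatives from 29739361 to 45898897 (median 40861396). In virescent plants they ranged from 41935876 to 52458834 (median 48699810) and in their relatives from 37244014 to 61138861 (median 52993680). DMSO plants had 40099331 to 116654254 counts (median 45137694). The white plant had 50440092 counts, green plants with variegated progeny 46020302 to 50519231 (median 50031323) and green plants without variegated progeny 34250028 to 72347093 (median 46512236). The plants with each dwarf or virescent phenotype came from 2 M2 families and the relatives from another, so phenotype and M2 family were confounded in all 3 lines. The sample labels give the DMSO plants as M2, while the supplementary methods give them as M3 and S3 Table gives replicates 1 to 6 as M2 and 7 to 9 as M3.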

As controls, we included genetic relatives that lacked the phenotype and M3 progeny of DMSO-treated plants. To obtain a broad overview of changes in gene expression, we performed gene set enrichment analysis (GSEA) for biological process gene ontology (GO) on the full ranked list of genes (ranked by log_2_ fold change) for each phenotypic line. We also identified differentially expressed genes for each phenotype, defined as genes with an adjusted *p*-value < 0.01 and a |log_2_(fold change)| > 1 (S7–S9 Tables).

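The supplementary methods state that 5 libraries were removed as outliers on the basis of a robust principal component analysis and preliminary analyses, without naming them. The libraries used were identified from the mean normalized count of each gene in the authors' deposited table, which for each line equals a mean over some of the libraries. With the weight of every library left free, the weights of the libraries used were nearly equal, the others were 0, and the median error was 0.0164% in the BR-like dwarf line, 0.0198% in the short-internode dwarf line and 0.018% in the virescent line. DMSO replicate 2 was left out of all 3 comparisons, short-internode dwarf relative replicates 1 and 2 out of that line, and virescent relative replicate 4 out of that line. These are 4 of the 5 libraries, and the fifth was not identified. Each line was tested with edgeR's quasi-likelihood test on counts normalized by the TMM method, with Benjamini-Hochberg adjustment, over genes with at least 10 normalized counts in at least 4 libraries. Phenotypic plants, relatives and DMSO plants were separate groups in each fit, and a gene was called at an adjusted p below 0.01 and an absolute log2 fold change above 1. The standard errors given with edgeR's fold changes were computed back from its test statistic and restate it. DESeq2, the tool that the authors used, was run on the same libraries as an alternative. In simulated data with 200 changed genes and the library sizes of the BR-like dwarf comparison, edgeR called 89.6% of the genes changed by a log2 fold of 2 and 98.5% of those changed by a log2 fold of 4, and 2 unchanged genes. DESeq2 called 92.5% and 100% of them, and 13 unchanged genes.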

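Expression in leaves of 6 BR-like dwarf plants was compared with that of 4 relatives without the phenotype, in a fit that also held 8 DMSO plants. Of 19515 genes tested, edgeR's quasi-likelihood test called 17, with 9 higher and 8 lower in BR-like dwarf plants, and 3433 genes had an unadjusted p below 0.05. In 15 of the 17 called genes the values of the groups did not overlap, as was the case for 3.96% of all genes tested, against 0.952% by chance. Among the alternatives, relatives and DMSO plants pooled into 1 control group moved the number most, to 458. DESeq2 on the same libraries called 311 genes, 197 higher and 114 lower, and these included all 17. The 309 genes called in the authors' deposited table all changed in the same direction in the edgeR fit, with a median adjusted p of 0.0348 by Benjamini-Hochberg adjustment, and 16 of them were called there. With all 9 DMSO plants in the fit, edgeR called 11 genes. Single plants weighed on the number, which was 147 without BR-like dwarf replicate 4, 43 without DMSO replicate 5, 27 without BR-like dwarf replicate 1, 6 without relative replicate 4, and 11 without BR-like dwarf replicate 3 or 5 or relative replicate 3. Among called genes whose values did not overlap between the groups, the largest rises besides KNAT1 were those of AT3G29631 and AT1G59930, at log2 fold changes of 2.74 and 2.62. Among the same genes the largest falls were those of CSLG3 and CRK36, at -3.79 and -2.94, and that of AS1. AT3G29631 and CSLG3 were called with each library left out in turn, CRK36 in 16 of 18 such fits and AT1G59930 in 10. CRK36 missed the threshold with all 9 DMSO plants (adjusted p = 0.0198 from edgeR's test with Benjamini-Hochberg adjustment), without BR-like dwarf replicate 5 (0.0101) and without relative replicate 4 (0.0165). AT1G59930 missed it without BR-like dwarf replicate 2, 3 or 5, relative replicate 1, 2 or 4, or DMSO replicate 4 or 8, at up to 0.0255. Against DMSO plants, 522 genes were called in BR-like dwarf plants, and 265, 282 and 304 without BR-like dwarf replicates 6, 3 and 5. Between relatives and DMSO plants edgeR called 0 genes, with 1573 at an unadjusted p below 0.05, and 1 gene without DMSO replicate 3 or BR-like dwarf replicate 4. DESeq2 called 11.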

For the *BR-like dwarf* phenotype, a total of 309 genes were differentially expressed in *BR-like dwarf* plants compared to non-phenotypic plants (114 downregulated and 195 upregulated; Fig 3A, S7 Table). The five most significant GO terms that were overrepresented among upregulated genes were: meristem development, anatomical structure formation involved in morphogenesis, response to auxin, plant organ formation, and post-embryonic plant morphogenesis (S7A Fig). 

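No gene ontology annotation was used here. Instead, lists of genes for 6 processes were tested in each line with camera and fry, which ask whether a list moves together relative to other genes or as a whole, with Benjamini-Hochberg adjustment over the 6 lists and 3 lines. The auxin list of 16 genes was higher in BR-like dwarf plants, with a median log2 fold change of 0.44 and 13 of 16 genes higher (adjusted p = 0.00502 by camera with Benjamini-Hochberg adjustment, and 0.00337 with all 9 DMSO plants). By fry the adjusted p was 0.421 with Benjamini-Hochberg adjustment, and 0.331 with all 9 DMSO plants. Of the 6 brassinosteroid synthesis genes, 6 were higher, with a median log2 fold change of 0.94 (adjusted p = 0.000918 by camera and 0.00823 by fry with Benjamini-Hochberg adjustment, and 0.000629 and 0.00541 with all 9 DMSO plants). With a correlation estimated from the data, camera passed 0 of the 6 lists in each line, and the brassinosteroid synthesis list in BR-like dwarf plants was 1 list with an unadjusted p below 0.05 (p = 0.00811). Of the 16 auxin genes, 0 were called adjusted over all genes and 3 adjusted over the list alone, with 7 at an unadjusted p below 0.05, and DESeq2 called 3. Of the 6 brassinosteroid synthesis genes, 0 were called either way by edgeR or by DESeq2, with 3 at an unadjusted p below 0.05. The chitin list, with a median of -0.84 and 3 of 13 genes higher, had adjusted p of 0.0513 by camera and 0.581 by fry, and with all 9 DMSO plants 0.0323 and 0.544, by Benjamini-Hochberg adjustment. Without relative replicate 1 the chitin and photosystem lists also passed camera's threshold, which made 4. Other splits of the same 10 plants often gave as many lists by camera, in 73 of 100 splits with the real one included, so the number of lists past camera's threshold did not stand apart from chance. By fry the real split alone gave a list.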

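ASYMMETRIC LEAVES 1 (AS1; AT2G37630), a MYB-like regulator on chromosome 2 of TAIR10.1 from 15781232 to 15783480, had 13.4 ± 4.25 CPM (TMM-normalized counts scaled by library size; SD, n = 6) in BR-like dwarf plants, 82.5 ± 18.5 (SD, n = 4) in relatives and 80.3 ± 28.0 (SD, n = 8) in DMSO plants. DMSO replicate 2, which the authors left out, had 36.7 CPM, and the mean of all DMSO plants was 75.4 ± 29.9 (SD, n = 9). The log2 fold change against relatives was -2.62 (standard error 0.287, adjusted p = 0.00016 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 0.00034 with all DMSO plants), and all 6 BR-like dwarf plants lay below every relative and every DMSO plant. AS1 was called with each library left out in turn, at log2 fold changes from -2.77 to -2.48, and missed the threshold with the plants of the first M2 family alone (-2.28, adjusted p = 0.0105) and with a replicate block (-2.53, 0.0286, both from the same test with Benjamini-Hochberg adjustment). Over all alternatives, DESeq2 among them, the adjusted p ran from 5.77e-16 to 0.0286 with Benjamini-Hochberg adjustment. Its 3' end overlaps the gene ACT1 by 330 bp, and ACT1 changed by -0.30 (standard error 0.149, adjusted p = 0.297 from the same test with Benjamini-Hochberg adjustment). The homeobox gene KNAT1 (AT4G08150) rose from 0.0510 ± 0.0789 CPM (SD, n = 4) in relatives to 15.1 ± 7.31 (SD, n = 6), a log2 fold change of 8.03 (standard error 1.07, adjusted p = 0.00127 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). KNAT1 was not called without relative replicate 4 (adjusted p = 0.014), without DMSO plants in the fit (0.0175) or with a replicate block (0.0286, all from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), nor by limma-voom, an alternative chosen after seeing the data (0.373 with Benjamini-Hochberg adjustment). Over all alternatives its adjusted p ran from 5.51e-09 to 0.373 with Benjamini-Hochberg adjustment. KNAT2, KNAT6, STM, BOP1, BOP2 and LOB were also higher, with adjusted p of 0.0261, 0.0138, 0.0197, 0.0138, 0.0238 and 0.0407 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and were not called. BOP1 and LOB had 0 counts in all 4 relatives. Against the limit of 3 counts over the relatives, BOP1 was at least 177-fold and LOB at least 1870-fold higher. All 8 of these genes were called against DMSO plants, and DESeq2 called all 8 against relatives. Of the 9 genes that the paper's text names for this line, 2 were called adjusted over all genes and 9 adjusted over the list alone. The study chose that list on these samples, so the latter number is not independent evidence. BR-like dwarf replicate 4 set these values apart. It had 11.2 CPM of AS1, within the range of the other 5 plants, but 0 counts of STM, BOP1 and LOB and 28 of KNAT1, where the others had 14.6 to 20.3 CPM of KNAT1 and 28.9 to 38.0 CPM of LOB. Without that plant KNAT2, KNAT6, STM, BOP1, BOP2 and LOB were all called, with adjusted p from 1.27e-05 for LOB to 0.00815 for KNAT2 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. KNAT6 was also called without DMSO replicate 5 (adjusted p = 0.00199 by the same test with Benjamini-Hochberg adjustment).

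**Figure D1:**
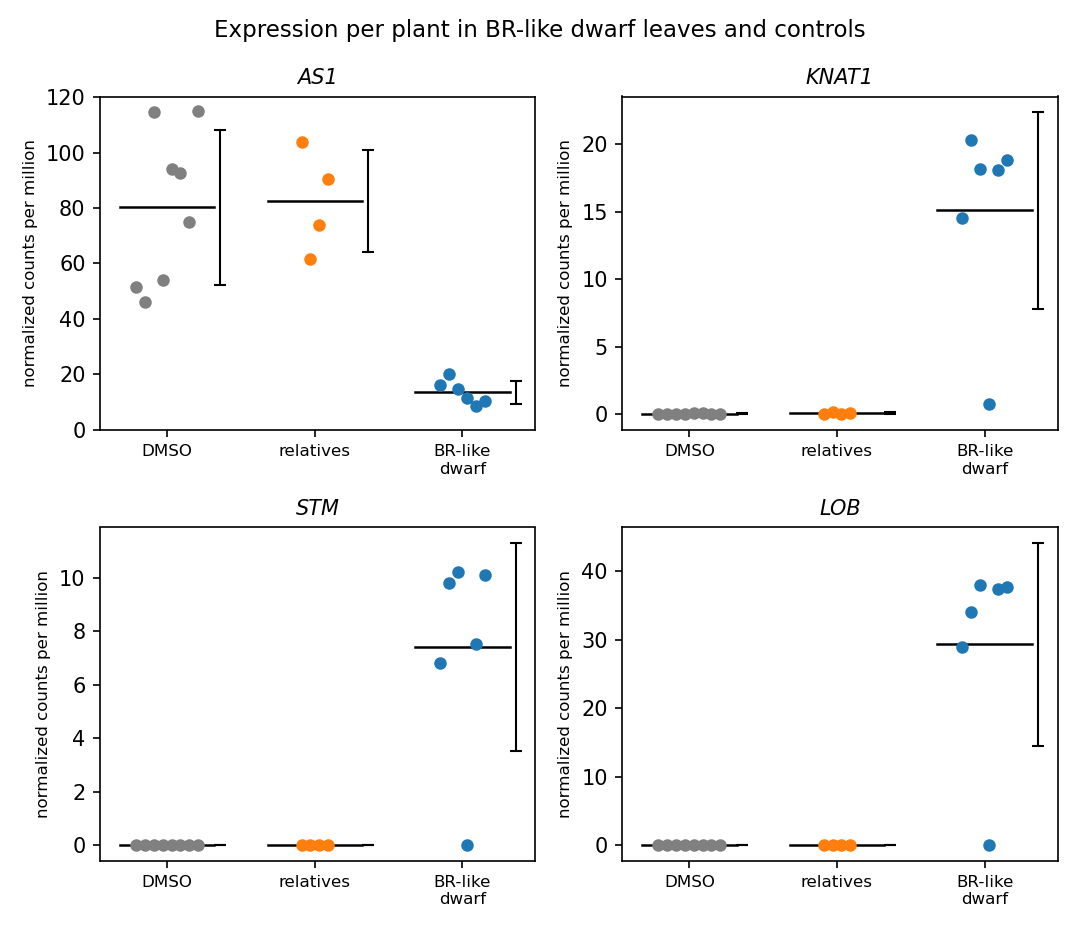
CPM of AS1, KNAT1, STM and LOB on the vertical axes for each DMSO plant, relative and BR-like dwarf plant used by the authors, with a point per plant, a line at the group mean and a bar of 1 SD beside it. AS1 is lower in all 6 BR-like dwarf plants, and replicate 4 sits near 0 for the other 3 genes.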

*AS1* was a differentially expressed gene (log_2_FC = -2.62, adjusted *p*-value = 6.37 x 10^-16^), along with several genes it is known to interact with either directly or indirectly such as *KNAT1*, *KNAT2*, *KNAT6*, *STM*, *BOP1*, *BOP2*, and *LOB* (Fig 3A, S7 Table) [54–57]. The phenotypes we observed in the *BR-like dwarf* plants were strikingly similar to those described for *as1* mutants, including a compact rosette with lobed and curled leaves [54,58].

**Fig 3:**
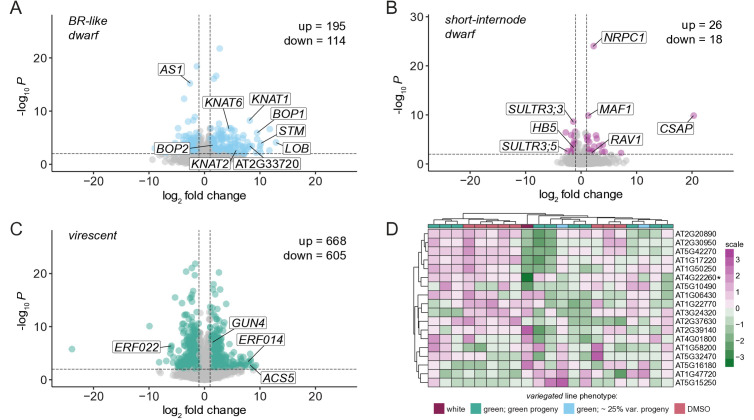
Etoposide-induced mutants exhibit changes in gene expression. Volcano plots summarizing differential expression analysis of phenotypic vs. non-phenotypic plants for (A) *BR-like dwarf*, (B) *short-internode dwarf*, and (C) *virescent* mutants. Significantly differentially expressed genes (llog_2_FCI > 1 and adjusted *p*-value < .01) are highlighted in (A) blue, (B) pink, and (C) green. Select genes are labeled in each volcano plot. (D) Heatmap of expression of genes known to be associated with variegation, in the *variegated* line. The most downregulated gene among them, *IMMUTANS*, is annotated with a *.

In contrast to *BR-like dwarf* plants, *short-internode dwarf* plants showed considerably fewer gene expression changes in leaves. 

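Leaves of 6 short-internode dwarf plants were compared with those of 2 relatives, with 8 DMSO plants in the fit. Of 19236 genes tested, edgeR's quasi-likelihood test called 5, with 2 higher and 3 lower, while 1752 genes had an unadjusted p below 0.05. The called genes were NRPC1 and MAF1, which were higher, and SULTR3;3, AT1G16500 and AT2G30620, which were lower at log2 fold changes of -1.39, -2.77 and -1.07. The values of the groups did not overlap in 5 of the 5, as in 17.6% of all genes tested, against 7.14% by chance. With relatives and DMSO plants pooled edgeR called 114 genes, with the plants of the first M2 family alone 0 (1368 at an unadjusted p below 0.05), and DESeq2 called 45 on the same libraries, with 27 higher and 18 lower. The 44 genes called in the authors' deposited table all changed in the same direction in the edgeR fit, with a median adjusted p of 0.0822 by Benjamini-Hochberg adjustment, and 5 of them were called there. With relative replicates 1 and 2 and DMSO replicate 2 added, edgeR again called 5 genes, now 4 higher and 1 lower, of which 3 were among the first 5. AT1G16500 and AT2G30620 then had adjusted p of 0.0102 and 0.0775 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. DESeq2 called 332 genes over all these plants, of which 244 were lower, a setting chosen after seeing the data. Left out in turn, single plants moved the number to 0 without relative replicate 3 (1167 genes at an unadjusted p below 0.05), to 0 without relative replicate 4 (869 such genes), to 1 without short-internode dwarf replicate 3, to 2 without replicate 1, 2, 4 or 6, to 3 without replicate 5 or DMSO replicate 6, and to 8 without DMSO replicate 7. Between relatives and DMSO plants edgeR called 0 genes, with 3526 at an unadjusted p below 0.05, and DESeq2 called 143.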

A total of 44 genes (18 down and 26 up) were differentially expressed in *short-internode dwarf* leaves compared to control leaves (Fig 3B, S8 Table). 

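Of the lists tested here, 2 concern stress. The chitin list had a median log2 fold change of 0.72 in short-internode dwarf plants against the 2 relatives used by the authors, with 11 of 13 genes higher (adjusted p = 0.0859 by camera and 0.787 by fry with Benjamini-Hochberg adjustment). Its direction turned with all 4 relatives and all DMSO plants in the fit, to a median of -0.63 with 3 of 13 genes higher (adjusted p = 0.328 by camera with Benjamini-Hochberg adjustment). Against DMSO plants the list was lower in short-internode dwarf plants, at a median of -1.025 with 2 of 13 genes higher (adjusted p = 0.00587 by camera and 0.095 by fry with Benjamini-Hochberg adjustment). It was also lower in relatives than in DMSO plants, at a median of -1.296 with 0 of 13 higher (adjusted p = 0.00028 by camera and 0.185 by fry with Benjamini-Hochberg adjustment). Against relatives the hypoxia list had a median of -0.10, with 6 of 12 genes higher, and a median of 0.31 over all plants (adjusted p = 0.574 and 0.971 by camera with the same Benjamini-Hochberg adjustment). In the photosystem list 23 of 23 genes were higher, at a median of 0.24, or 0.72 over all plants (adjusted p = 0.000918 and 4.9e-09 by camera with Benjamini-Hochberg adjustment), while fry gave adjusted p of 0.654 and 0.114 with Benjamini-Hochberg adjustment. The auxin list passed camera's threshold over the plants used by the authors and not over all plants or without relative replicate 4 (adjusted p = 0.0236 and 0.447 over the first sets with Benjamini-Hochberg adjustment), and the cell cycle list did so over all plants alone and without relative replicate 3. Without short-internode dwarf replicate 4 or 5 the chitin list passed as well. In the 6 lists no gene was called adjusted over all genes or adjusted over the list alone. As many lists passed camera's threshold in 16 of the 28 splits of these 8 plants, the real one included.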

GSEA yielded primarily stress-associated GO terms (S7B Fig). 

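NRPC1 (AT5G60040), the gene of the largest subunit of RNA polymerase III on chromosome 5 of TAIR10.1 from 24173259 to 24183641, had 48.2 ± 3.62 CPM (SD, n = 6) in short-internode dwarf plants and 9.96 ± 0.785 (SD, n = 2) in the relatives used by the authors, a log2 fold change of 2.27 (standard error 0.214, adjusted p = 0.00026 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Relative replicates 1 and 2, which the authors left out, had 6.71 and 6.60 CPM. Over all 4 relatives the mean was 8.31 ± 1.96 CPM (SD, n = 4), and in DMSO plants it was 12.9 ± 2.88 (SD, n = 8), or 12.6 ± 2.87 (SD, n = 9) with DMSO replicate 2 at 10.0 CPM. With all these plants the log2 fold change was 2.52 (adjusted p = 1.36e-06 by the same test with Benjamini-Hochberg adjustment). AT5G13240, whose note in the reference annotation names the repressor of RNA polymerase III, MAF1, lies on chromosome 5 from 4225005 to 4227717. It had 52.4 ± 5.70 CPM (SD, n = 6) against 21.4 ± 1.55 (SD, n = 2), or 20.0 ± 1.86 (SD, n = 4) over all relatives, with relative replicates 1 and 2 at 18.0 and 19.3 CPM. The DMSO plants had 26.2 ± 3.89 CPM (SD, n = 8), and DMSO replicate 2 had 17.6. Its log2 fold change was 1.29 (standard error 0.166, adjusted p = 0.00567 from the same test with Benjamini-Hochberg adjustment) and 1.37 with all plants (adjusted p = 0.000521 with the same Benjamini-Hochberg adjustment). In both genes 6 of 6 short-internode dwarf plants lay above every relative and every DMSO plant. The calls rested on the few relatives. NRPC1 was not called without relative replicate 3 or 4 (adjusted p = 0.0298 and 0.0519) and MAF1 was not called without either (0.12 and 0.248, all from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). MAF1 also missed the threshold without short-internode dwarf replicate 1, 2, 3, 4 or 6, at adjusted p from 0.0117 to 0.0167 by Benjamini-Hochberg adjustment. Both were called adjusted over all genes and adjusted over the list alone, a list that the study chose on these samples and that is not independent evidence.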

Interestingly, both the largest subunit of RNA polymerase III, *NRPC1,* and the repressor of RNA polymerase III, *MAF1*, were upregulated. It is possible that *short-internode dwarf* plants exhibit changes in gene expression in plant organs other than the leaf, or perhaps exhibit a global change in gene expression that cannot be detected with standard mRNA-seq approaches.

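The number of calls depended little on the scaling, at 6 with RLE or upper-quartile factors, and all of these factors set the bulk of genes at no change, so that a change common to most genes leaves no trace in the counts. In simulated data with the library sizes and group sizes of this comparison, edgeR called 62.7% of the genes changed by a log2 fold of 1.5, 80.6% of those changed by 2 and 98.5% of those changed by 4. Genes at low counts were not among the changed ones, and outlying plants and family differences were not simulated. The shares may therefore not hold for these plants. The paper raises as possibilities that expression differs in organs other than leaves, or changes globally in a way that standard mRNA sequencing does not detect.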

*Virescent* plants had more dysregulated genes than either dwarf line, with a total of 1273 differentially expressed genes (668 up and 605 down; Fig 3C, S9 Table). 

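Leaves of 6 virescent plants were compared with those of 3 relatives, with 8 DMSO plants in the fit. Of 19317 genes tested, edgeR's quasi-likelihood test called 569, with 199 higher and 370 lower, and the values of the groups did not overlap in 567 of them, as in 27.9% of all genes tested, against 2.38% by chance. DESeq2 on the same libraries called 1268 genes, 662 higher and 606 lower, and 566 of these were also called by edgeR. All 1273 genes called in the authors' deposited table changed in the same direction in the edgeR fit, with a median adjusted p of 0.0113 by Benjamini-Hochberg adjustment. With relative replicate 4 and DMSO replicate 2 added, edgeR called 1047 genes, and without DMSO plants in the fit 1373. S3 Table describes virescent replicate 1 as a relative without the phenotype, against the sample labels and S6 Table. The 6 virescent plants and 4 relatives of the supplementary methods go with the label. The plant's M2 family is that of other virescent plants and not that of the relatives. DESeq2 with the label called 1251 of the authors' 1273 genes. With virescent replicate 1 counted as a relative, against this evidence, edgeR called 0 genes, with 3262 at an unadjusted p below 0.05. DESeq2 over all plants, a setting chosen after seeing the data, called 1748. Single plants left out gave 179 calls without relative replicate 2, 214 without relative replicate 1, 345 without relative replicate 3, 324 without virescent replicate 3 and 348 without virescent replicate 1. Among called genes whose values did not overlap between the groups, the largest fitted rises were those of AT1G71000, GAMT2 and AT2G43590. AT1G71000 and GAMT2 had 0 counts in the relatives and were at least 56.9-fold and 17.8-fold higher against the limit of 3 counts over the 3 relatives, and AT2G43590 rose by a log2 fold change of 4.47. GAMT2 had 0.376 ± 0.262 CPM (SD, n = 8) in DMSO plants, against 0.323 ± 0.171 (SD, n = 6) in virescent plants, and was not called with all plants in the fit. The largest falls among the same genes were those of PHI-1, WRKY31 and IPS1. PHI-1 fell by 9.92 on the log2 scale and was called with each library left out in turn, while WRKY31 and IPS1 were listed at 1 and 5 counts over all virescent plants. The other 5 of these genes lost their call without some of the plants, AT2G43590 without any of the 3 relatives (adjusted p up to 0.0218), GAMT2 without any relative or virescent replicate 1 or 3 (up to 0.0274) and AT1G71000 without any relative or virescent replicate 1, 3, 4, 5 or 6 (up to 0.0359, all from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). WRKY31 lost it without any virescent plant, relative replicate 2 or DMSO replicate 6 or 9 (up to 0.0347) and IPS1 without any relative or virescent replicate (up to 0.0397, both from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Between relatives and DMSO plants 43 genes were called by edgeR and 184 by DESeq2. Without relative replicate 1 or 2 edgeR called 0 of these, with 2369 and 2422 genes at an unadjusted p below 0.05, and without relative replicate 3 it called 24.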

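A list of 31 cell cycle genes was tested in virescent plants against relatives. All 31 were higher, with a median log2 fold change of 1.58, or 1.63 with all plants in the fit (adjusted p = 1.88e-07 and 4.9e-09 by camera with Benjamini-Hochberg adjustment). By fry the adjusted p was 0.0645 with Benjamini-Hochberg adjustment, and it lay between 0.0316 and 0.062 over 20 other orders of the libraries, since fry with observation weights depends on that order. Without the weights it was 0.0406, and with all plants in the fit 0.0242, by the same Benjamini-Hochberg adjustment. The rise was smaller against DMSO plants, at a median of 0.962 with 31 of 31 higher (adjusted p = 5.38e-06 by camera and 0.0191 by fry with Benjamini-Hochberg adjustment). Relatives were lower than DMSO plants, at a median of -0.559 with 7 of 31 higher (adjusted p = 0.00682 by camera and 0.515 by fry with Benjamini-Hochberg adjustment). Against relatives, 1 of the 31 genes was called adjusted over all genes and 5 adjusted over the list alone, and DESeq2 called 9. The called gene was the cyclin-dependent kinase gene CDKB1;1 (AT3G54180), with 1.07 ± 0.317 CPM (SD, n = 6) in virescent plants, 0.268 ± 0.104 (SD, n = 3) in relatives and 0.366 in relative replicate 4. Its log2 fold change was 1.99 (standard error 0.447, adjusted p = 0.00759 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it was higher in 6 of 6 plants than in every relative. Without any of the 3 relatives, virescent replicate 1, 3, 5 or 6 or DMSO replicate 8 it missed the threshold, at adjusted p from 0.0103 to 0.0414 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.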

The most significant GO terms overrepresented amongst genes with increased expression included cell division, plant-type cell wall organization/biogenesis, mitotic cell cycle, microtubule-based process, and meiotic cell cycle (S7C Fig). 

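Of 13 chitin response genes, 2 were higher in virescent plants than in relatives, and the median log2 fold change was -1.81, or -2.74 with all plants in the fit (adjusted p = 0.000181 and 1.3e-05 by camera with Benjamini-Hochberg adjustment). By fry the adjusted p was 0.0566 with Benjamini-Hochberg adjustment, it ranged from 0.0361 to 0.057 over 20 orders of the libraries, and it was 0.0284 without observation weights and 0.0242 with all plants in the fit. Adjusted over all genes 3 of the 13 were called and adjusted over the list alone 6, and DESeq2 called 5. WRKY18 had 16.1 ± 6.27 CPM (SD, n = 6) in virescent plants and 112 ± 37.0 (SD, n = 3) in relatives, with 147 in relative replicate 4, which the authors left out, and 274 in DMSO replicate 2, above the 80.0 CPM of the highest DMSO plant in the fit. Its log2 fold change was -2.80 (standard error 0.448, adjusted p = 0.000992 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it was called with each library left out in turn. WRKY33 and WRKY22 were called as well. WRKY33 changed by -1.39, with 928 CPM in relative replicate 4, above the 182 CPM of the highest relative in the fit, and its change over all plants was -2.56 (adjusted p = 0.00118 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). WRKY33 was not called without any of the 3 relatives or virescent replicate 1, 3, 5 or 6, at adjusted p up to 0.0338, and WRKY22 was not called without relative replicate 1 (0.0141), relative replicate 2 (0.022) or virescent replicate 3 (0.0105, all from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The list of 12 hypoxia genes did not move together, with a median log2 fold change of 0.14 and a mean of 0.21, against a camera direction that was downward, and 7 of 12 genes higher (adjusted p = 0.933 by camera and 0.856 by fry with Benjamini-Hochberg adjustment). Of the 12, 0 were called by edgeR either way, with 1 at an unadjusted p below 0.05, and DESeq2 called 1.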

The most significantly overrepresented GO terms among genes with decreased expression included response to chitin, response to hypoxia, and response to oxygen levels (S7C Fig). 

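The identifiers used here for ERF022 and ERF014, AT1G33760 and AT1G44830, are not paired with these symbols in the reference annotation. ERF022 had 0.0917 ± 0.0598 CPM (SD, n = 6) in virescent plants, 5.66 ± 2.20 (SD, n = 3) in the relatives used by the authors and 2.20 ± 2.61 (SD, n = 8) in DMSO plants. Relative replicate 4, which the authors left out, had 92.1 CPM, and the mean of all relatives was 27.3 ± 43.3 (SD, n = 4). Its log2 fold change against relatives was -5.93 (standard error 1.10, adjusted p = 0.00224 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and -8.20 with all plants in the fit (adjusted p = 0.000563 with the same Benjamini-Hochberg adjustment), and 6 of 6 virescent plants lay below every relative. Without relative replicate 2 it was not called (adjusted p = 0.0115 with Benjamini-Hochberg adjustment). ERF014 had 0.849 ± 0.791 CPM (SD, n = 6) and ACS5 (AT5G65800) 0.960 ± 1.24 (SD, n = 6) in virescent plants, and neither had a count in any of the 4 relatives. Against the limit of 3 counts over the 3 relatives used by the authors, ERF014 was at least 46.7-fold and ACS5 at least 52.8-fold higher. Neither was called, with adjusted p of 0.0227 and 0.0535 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and DESeq2 called both. With all plants in the fit ERF014 was called and ACS5 was not (adjusted p = 0.008 and 0.031 with the same Benjamini-Hochberg adjustment).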

Genes related to ethylene synthesis and signaling including *ERF022*, *ERF014*, and *ACS5* were among the most differentially expressed genes (S9 Table). The mis-regulation of these genes might be associated with the *virescent* phenotype, as ethylene is involved in greening of etiolated seedlings after light exposure, and conversely degradation of chlorophyll during leaf senescence [59,60]. Other differentially expressed genes of note include several subunits of photosystem I and II and *GUN4* (S9 Table).

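All 23 photosystem genes tested were higher in virescent plants than in relatives, with a median log2 fold change of 0.95, or 1.00 with all plants in the fit (adjusted p = 1e-09 and 5.77e-13 by camera with Benjamini-Hochberg adjustment). By fry the adjusted p was 0.0417 with Benjamini-Hochberg adjustment, it stayed between 0.0316 and 0.0423 over 20 orders of the libraries, and it was 0.00541 with all plants in the fit. Of the 23 genes, 0 were called adjusted over all genes and 5 adjusted over the list alone, with 20 at an unadjusted p below 0.05, and DESeq2 called 7. For the number of lists past the threshold, 43 of the 84 splits of the 9 plants gave as many by camera and only the real split gave a list by fry. GUN4 (AT3G59400) had 131 ± 29.9 CPM (SD, n = 6) in virescent plants, 49.5 ± 8.07 (SD, n = 3) in relatives and 33.0 in relative replicate 4. Its log2 fold change was 1.39 (standard error 0.234, adjusted p = 0.00133 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it was called except without relative replicate 1 (0.0139) when single plants were left out. SHY2, of the auxin list, was called at -1.45 and was not called without relative replicate 2 (adjusted p = 0.0177 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of ERF022, ERF014, ACS5 and GUN4, which the study chose on these samples, 2 were called adjusted over all genes and 4 adjusted over the list alone, which is not independent evidence. From the change in the genes of ethylene synthesis and signaling, and from the role of ethylene in greening and in the loss of chlorophyll, the paper proposes an association with the virescent phenotype.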

Differential expression analysis could not reliably be conducted for the *variegated* line, as only one variegated plant was evaluated (S6 Table). As an alternative strategy, we examined the expression of 18 genes known to be associated with variegation (Fig 3D). 

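IMMUTANS (IM; AT4G22260), an alternative oxidase family gene on chromosome 4 of TAIR10.1 from 11769668 to 11772599, had 838 counts in the white plant, or 13.8 CPM, with a 95% Poisson interval of 12.9 to 14.8 CPM that covers counting error only. IM has 9 exons, of which exon 3, from 11771654 to 11771747, is 94 bp long and reads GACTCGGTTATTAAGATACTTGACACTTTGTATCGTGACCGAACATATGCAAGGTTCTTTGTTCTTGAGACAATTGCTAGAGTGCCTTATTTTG. The counts are per gene and do not tell alleles apart. The 10 green plants of the line without variegated progeny had 59.9 ± 11.5 CPM (SD, n = 10), and the white plant was at 23.1% of their mean. The 3 green plants with variegated progeny had 46.1 ± 10.3 CPM (SD, n = 3), and the DMSO plants 58.6 ± 4.82 (SD, n = 9) or, without the plant that the authors left out, 57.9 ± 4.69 (SD, n = 8). The lowest green plant had 34.3 CPM. With a single white plant there is no test of the difference. On the log2(CPM + 1) scale the green plants with variegated progeny differed from those without by -0.365, a difference that did not exceed the spread between plants (two-sided exact permutation test, p = 0.0944, where 0.00699 is the smallest possible). Without the green plant without variegated progeny replicate 9 the difference was -0.451 (two-sided exact permutation test, p = 0.0182), and without replicate 2 of those with variegated progeny it was -0.538 (two-sided exact permutation test, p = 0.0455). All 3 green plants with variegated progeny were of family 5A_58, and only 2 of the 10 without. Family was thus confounded with progeny in these tests. Replicate 9 was 1 of those 2 and the lowest green plant. Within family 5A_58 the difference was -0.101 (two-sided exact permutation test, p = 0.8, where 0.2 is the smallest possible). Of the 18 genes shown in Fig 3D, IM had the lowest value in the white plant relative to the 13 green plants, at -1.91 log2 (normalized over the 19865 genes kept for this comparison, and -1.93 over all genes with a count), and MSL2 was the other gene below every green plant. Over 19865 genes, 23.1% were below every green plant in the white plant, against 7.14% by chance, and IM was number 872 from the lowest by log2 difference. The 23 photosystem genes were lower in the white plant by a median of -2.16 log2.

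**Figure D2:**
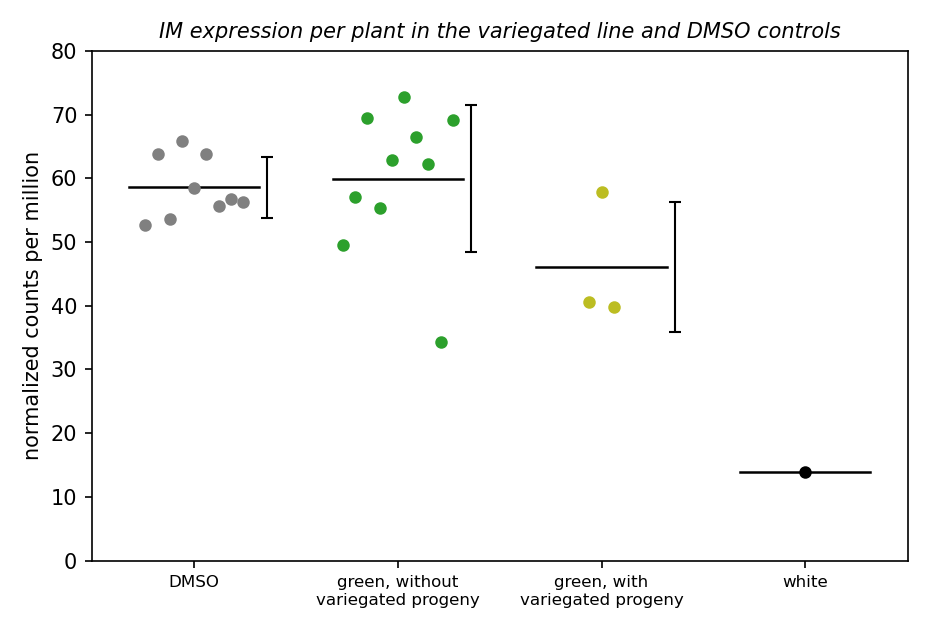
CPM of IM on the vertical axis for each DMSO plant, green plant of the variegated line without or with variegated progeny, and the white plant, with a point per plant, a line at the group mean and a bar of 1 SD beside groups of more than 1. The white plant, at 13.8, lies below every other plant.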

In the one variegated plant we recovered and performed RNA-seq on, the *IMMUTANS* (*IM*; AT4G22260) gene stood out as having highly reduced expression (Fig 3D). In *variegated* plants we observed sensitivity of the variegation to light and temperature, which is consistent with that displayed in *im* mutants [61,62].

### Long-read sequencing identifies candidate causal mutations

Long-read sequencing can identify structural variants that are not easily resolved or cannot be identified by short-read sequencing [63]. Using Nanopore sequencing technology, we sequenced the genomes of two M3 plants with the *BR-like dwarf*, *short-internode dwarf,* or *virescent* phenotypes; from each corresponding line an M3 relative that lacked the phenotype; and a single M3 plant from the *variegated* line that was green but produced 25% variegated progeny (S10 Table). To control for structural variation already present in our wild-type Col-0 lab stock compared to the reference Col-0 genome, we also sequenced two M2 plants that were the progeny of M1 plants grown on DMSO and an untreated Col-0 plant. Reads were aligned to the Col-CEN v1.2 reference genome [64] and SVs were called using cuteSV [65,66]. Structural variants present in the DMSO and/or Col-0 controls, present in more than one M1 line, or with a quality less than 20 were discarded. In total we identified 12 SVs: seven deletions (ranging from 37 bp to 176 bp), two insertions (71 bp and 184 bp), two inversions (1.52 Mb and 3.54 Mb), and one translocation (Fig 4A; S11 Table). We also chose to confirm several of the SVs via PCR (S8 Fig): a 184 bp insertion with homology to an intergenic region of chromosome 2 present in the *short-internode dwarf* line (Fig 4B); an 81 bp and a 37 bp deletion present in the *variegated* line (Fig 4C, D); and a 1.52 Mb inversion present on chromosome 2 in the *BR-like dwarf* line (Fig 4E). Together, these data indicate that etoposide treatment generates a range of SV types and sizes.

**Fig 4:**
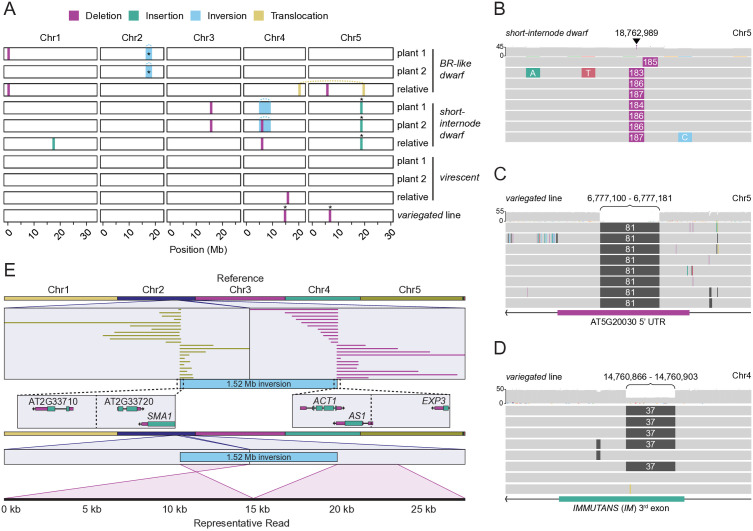
Whole genome sequencing identifies structural variation in progeny of etoposide treated plants. (A) Nanopore long-read sequencing identifies structural variation in lines that show the *BR-like dwarf*, *short-internode dwarf*, *virescent*, and *variegated* phenotypes. SVs verified via PCR are indicated with *. Putative causal mutations were identified by sequencing two plants with a phenotype and one relative without a phenotype. Only one mutant plant was sequenced for the *variegated* phenotype. This plant was green but produced ~25% *variegated* progeny. Three PCR-verified mutations in (A) are described in (B-D). (B) A genome browser snapshot with reads identifying a 184 bp insertion on Chr5 in the *short-internode dwarf* line. (C) Reads in the genome browser snapshot indicate an 81 bp deletion on Chr5 in the *variegated* line. (D) Snapshot of long-read alignments to reference *IMMUTANS*, showing a 37 bp deletion in the third exon. Deleted sequence shown in grey and coverage is shown above read alignments. The deletion is heterozygous in the sequenced plant, which was green and produced ~25% *variegated* progeny. (E) A ribbon plot with alignments indicating a 1.52 Mb chromosome 2 inversion in the *BR-like dwarf* line (top) and a detailed view of a representative read spanning the right breakend. The right breakend is in the 5’UTR of the *AS1* gene.

Finally, we evaluated the relationships between structural variation identified by Nanopore sequencing and gene expression in *BR-like dwarf, short-internode dwarf,* and *variegated* mutants. Both sequenced *BR-like dwarf* plants contain a 1.52 Mb inversion on chromosome 2 that is not present in non-phenotypic control plants of the same line (Fig 4A, E, S11 Table) and we further investigated gene expression surrounding this locus. The 1.52 Mb inversion was significantly enriched for differentially expressed genes, as determined by a permutation test (S9A, B Fig). 

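The inverted segment holds 315 of the 19429 tested genes that have a position on the 5 chromosomes of TAIR10.1, taken as the genes from the left to the right breakend gene, AT2G33720 and AS1. The paper's positions are on Col-CEN v1.2 and were not converted. In TAIR10.1, AS1 lies on the minus strand and has 2 exons. Exon 1, from 15783281 to 15783480, is 200 bp long and holds 5' UTR only, and exon 2, from 15781232 to 15782951, holds the coding sequence from 15781798 to 15782901. The 5' UTR comprises 250 bases over both exons, and its first 42 bases, from 15783439 to 15783480, read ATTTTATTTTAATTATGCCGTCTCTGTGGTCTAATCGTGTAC. Of the 17 genes called by edgeR's quasi-likelihood test, 1 lies inside, AS1. In 10000 random windows of as many consecutive genes, as many or more called genes were found with p = 0.257 (one-sided permutation test), and with the calls over all DMSO plants with p = 0.184. A random window held 0.29 of the 17 called genes on average, and the 1 inside is a breakend gene. With so few calls the test cannot decide whether the segment is enriched. With the genes called by DESeq2 on the same libraries, 13 of 311 lie inside (one-sided permutation test, p = 0.0014). The calls of the authors' deposited table gave 13 of 309 (one-sided permutation test, p = 0.0014). Without the breakend genes, edgeR's calls left 0 inside, and those of the authors' deposited table 11 (one-sided permutation test, p = 0.0251), the latter an alternative chosen after seeing the data. From a permutation test over regions of the same length (S9B Fig), the paper concludes that differentially expressed genes were enriched in the inversion.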

Examining the inversion breakpoints more closely, the right breakend separated the first 42 bp of the 5’UTR of *ASYMMETRIC LEAVES 1 (AS1;* AT2G37630) from the rest of the gene (Fig 4E). 

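AT2G33720, on chromosome 2 of TAIR10.1 from 14263732 to 14265202, had 1.10 ± 0.932 CPM (SD, n = 6) in BR-like dwarf plants and 0 counts in all 4 relatives, at least 70.2-fold higher against the limit of 3 counts over the relatives. It was not called against relatives (adjusted p = 0.0204 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), was called by DESeq2, and was called against DMSO plants. BR-like dwarf replicate 4 had 0 counts and the other 5 plants 0.544 to 2.72 CPM, and without replicate 4 the gene was called (adjusted p = 0.0023 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The neighbouring gene AT2G33710 changed by -0.58 (standard error 0.999, adjusted p = 0.82 from the same test with Benjamini-Hochberg adjustment), a direction that turned to 0.11 without relative replicate 2 and to 0.02 by limma-voom, an alternative chosen after seeing the data. Beside the right breakend, EXP3 changed by 1.02 (standard error 0.614, adjusted p = 0.413 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with 26.2 CPM in relative replicate 1. UGT73C1 inside the inverted segment and JAL22 outside it, both on chromosome 2 and marked in S9A Fig, changed in opposite directions and were not called by edgeR (adjusted p = 0.0249 and 0.0192 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). JAL22 was at least 801-fold higher against the limit of 3 counts over the relatives and was called without BR-like dwarf replicate 4 (adjusted p = 0.00202 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).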

Near the left breakend of the inversion, the expression of an AP2/B3-like transcriptional factor family protein (AT2G33720) was increased in leaves (Figs 3A, 4E, S7 Table). Taken together, these data suggest that the 1.52 Mb inversion resulted in altered *AS1* transcript abundance, influencing leaf patterning in *BR-like dwarf* plants.

Three SVs were common to the two *short-internode dwarf* plants that were sequenced via Nanopore: a 176 bp deletion on chromosome 3, a 3.54 Mb inversion on chromosome 4, and a 184 bp insertion on chromosome 5 (Fig 4A, B, S11 Table). The large inversion on chromosome 4 was not enriched for DEGs, and neither were regions surrounding the deletion on chromosome 3 or the insertion on chromosome 5 (S9C–L Fig). However, since gene expression data was derived from only the leaves of *short-internode dwarf* plants, we cannot exclude the possibility that these structural variants have an impact on gene expression in other plant organs. No structural variants were identified in *virescent* plants utilizing either short- or long-read data. Although it is possible that no structural variation is present in this line, it is also possible that *virescent* plants contain an SV that cannot be detected with our methods due to its complexity or genomic location.

Long-read sequencing of the *variegated* line identified a 37 bp deletion in the third exon of *IM*; this caused a frame-shift resulting in a premature stop codon (Fig 4D). Crossing plants of the *variegated* phenotype to known *immutans* mutants failed to complement the variegated phenotype (32/32 variegated when crossed to *im-spotty* CS3639 [67], 34/34 variegated when crossed to *im-spotty* CS73029 [68], and 42/42 variegated when crossed to *im* CS3157), indicating that the 37 bp deletion in *IM* is indeed the causal mutation for *variegation*.

In summary, our genomic analyses of mutants shows that etoposide treatment can create novel plant traits via the induction of SVs including inversions, deletions, duplications, and translocations.

## Discussion

### Etoposide treatment is an efficient method to induce structural variation

We describe a simple and convenient technique that enables researchers or breeders with limited resources to induce structural variation. We found that early exposure of *A. thaliana* to the Topo II inhibitor etoposide induces heritable, large-effect mutations at high frequency. Examination of M2 plants found that 24/37 mutant lineages had at least one out of six assessed phenotypes. By short- and long-read genomic sequencing of mutagenized lines—including those that displayed novel phenotypes—we identified the full spectrum of structural variations. Analysis of short-read data identified 2.53 SVs per mutagenized M1 line whereas long-read data identified 3.25 SVs per mutagenized M1 line, with one event being detected in both short and long-read data. The lower number of SVs identified by short-read data is consistent with the poorer performance of short-read SV callers relative to callers using long-reads [63]. Our data suggest that mutation rate and type induced by etoposide exposure is comparable to or out-performs mutant populations generated by irradiation. Analysis of Arabidopsis seeds irradiated with gamma rays or carbon ions showed mutations occurring at a rate of 0.8-1.6 SVs per mutant lineage [69]. While the exact efficacy of irradiation or etoposide-based mutagenesis can vary by experiment, currently available data suggests that etoposide treatment exceeds irradiation by producing more than 2.5 events per mutagenized plant. A further increase in the number of mutations per M1 parent could perhaps be attained either by prolonging exposure to etoposide beyond two weeks or by germinating seeds on media containing a cocktail of etoposide and other drugs that induce genomic instability such as topoisomerase I inhibitors [70] or the DNA damage-inducing agent cisplatin [71].

Analysis of all detected SVs suggests that etoposide disproportionately impacts genes, although our analytical approaches cannot conclusively identify all SVs in heterochromatin. The SVs that we identified disrupt one or more genes simultaneously or create novel cis-regulatory regions. The effect of this genic bias is striking; even in our relatively small mutant population, multiple potential loss-of-function mutations were identified in a single line. This suggests that etoposide treatment can be used to create novel polygenic traits.

What explains this bias for mutations in genes? Topoisomerase II has been shown to associate with actively transcribed regions and open chromatin regions [42]. This association with actively transcribed regions suggests a future method to enrich for mutations in condition-specific genetic pathways by simultaneously exposing seeds to etoposide and another condition. For example, etoposide might promote mutagenesis of immunity genes whose transcription is triggered when seeds are germinated in the presence of microbial pathogens. In another scenario, seeds germinated in the presence of a hormone and etoposide might accumulate mutations in genes that respond to said hormone.

The inversions and translocations generated by this technique might also disrupt meiosis and distort segregation, but this possibility has not been tested. Etoposide also created duplications and deletions that could potentially alter gene dosage over megabase scale regions. In allopolyploids, such segmental deletions can provide a deficiency chromosome that can be used to assess the relative contribution of homeologs to different traits.

### Identifying causal mutations

How do we identify genetic changes that are causative for phenotypes of interest? Future studies will accelerate candidate-gene discovery by employing structural-variant callers, *de novo* genome assembly-based approaches, and RNA-seq based mapping [63]. Although our study did not aim to use RNA-seq to identify causative mutations, it provides an example of how RNA-seq data in tandem with genome sequencing can help shortlist potential causal mutations. In cases where a potential causative variant is not obvious, these strategies can be combined with traditional genetic mapping approaches. However, mapping-by-sequencing approaches might not be easily applicable to some classes of mutants—for example, inversions or translocations can suppress recombination and reduce the efficacy of mapping-by-sequencing.

In our current study, sequencing and close analysis of the genomes and transcriptomes of *BR-like dwarf, short-internode dwarf, virescent,* and *variegated* plants allowed us to link two of these phenotypes to strong candidate mutations. The *BR-like dwarf* phenotype is likely caused by an inversion that disrupts the expression of *ASYMMETRIC LEAVES 1* and the *variegated* phenotype is caused by a 37 bp deletion in *IMMUTANS.* Strikingly, 60 years ago, the *asymmetric leaves* and *immutans* phenotypes were amongst the first X-ray induced mutations isolated in *A. thaliana* by Redei [72,73].

### Etoposide mutagenesis offers several advantages compared to other methods

At present, the most common way to induce structural variation in plant species is irradiation-based methods. Radiation sources are heavily regulated and access to them is a bottleneck in the creation of structural variant libraries [26]. The method described here eliminates this bottleneck by allowing researchers to generate structural variant libraries in their home labs without the need to identify a radiation source or send material elsewhere. Additionally, application of irradiation can be tedious, sometimes requiring collecting and irradiating dried pollen [22]. Etoposide treatment is less laborious, and may be used with any species in which seeds can be germinated and grown for a brief period of time on MS media.

Prior to the method described here, alternatives to radiation-based mutagenesis (such as the extended TAQing approach [37]) required transformation of plant species; however the commercial varieties of many crops are not easily transformed. The easy-to-use chemical mutagenesis approach we describe provides a valuable alternative to irradiation-based methods for difficult to transform varieties and/or species. Our method generates mutant libraries that can be used directly for research or breeding, or provide targeting information for CRISPR-based tools that have recently created megabase scale SVs in crop species [74–77]. Overall, etoposide-mutagenesis provides plant biologists and breeders with a new tool that can replace irradiation and reduce barriers to the creation of structural variation.

## Supporting information

S1 Text Detailed description of materials and methods.

S1 Fig Additional phenotyping of progeny of etoposide-treated plants.

S2 Fig Duplications detected in the 26A lineage.

S3 Fig Structural variants identified by LUMPY Express in short-read data.

S4 Fig Examples of deletions in an etoposide-treated line identified by LUMPY Express using short reads.

S5 Fig An example of an intrachromosomal inversion in an etoposide-treated line identified by LUMPY Express using short reads.

S6 Fig Segregation of the *variegated* phenotype from green parents.

S7 Fig GO term enrichment for genes differentially expressed between plants exhibiting a phenotype and those without a phenotype.

S8 Fig PCR verification of four structural variants identified via long-read sequencing.

S9 Fig Permutation tests to determine if structural variants are associated with location of differentially expressed genes.

S1 Table Phenotypes observed in M2 progeny of etoposide-treated plants.

S2 Table List of samples sequenced with Illumina.

S3 Table Relationship between the sequenced lines, treatments, and nature of sequencing.

S4 Table Deletions and duplications identified by read coverage analysis.

S5 Table Structural variants detected by LUMPY Express using short-read sequencing.

S6 Table List of RNA-Seq libraries.

S7 Table DESeq2 output identifying mis-regulated genes in *BR-like dwarf.*

S8 Table DESeq2 output identifying mis-regulated genes in *short-internode dwarf.*

S9 Table DESeq2 output identifying mis-regulated genes in *virescent.*

S10 Table List of samples sequenced with Nanopore.

S11 Table Structural variants identified using Nanopore long-read data.

# Supplementary material for: A simple method to efficiently generate structural variation in plants
**Source:** PLoS Genet. 2025 Dec 18;21(12):e1011977. doi: 10.1371/journal.pgen.1011977
**Supplement:** S1 Text

**S1 Text**

**A simple method to efficiently generate structural variation in plants**

**Supplementary Methods**

**Safety**

Etoposide is a cytotoxic drug and etoposide-containing waste should be treated in accordance with institutional guidelines. In our case, all etoposide-containing waste was incinerated. Previous studies have shown that etoposide may be degraded by potassium permanganate or bleach[1] but we have not tested this approach. All exposure to etoposide was controlled via the use of personal protective equipment. **Plant Growth Conditions**

All plants were grown in a Conviron growth chamber at 22°C with 16 h of 120 µmol light per day.

**Phenotyping**

Between 25 and 75 seeds from each M1 line were planted over three phases; M2 plants with visible phenotypes were manually identified. To identify mutants with leaf-shape differences, we measured leaf shape and size in mutant lineages where M2/M3 populations included three or more individuals displaying similar mutant phenotypes. Leaves were excised at the base of the petiole, arranged in decreasing size order on white paper, and scanned at 600 dpi on an Epson V600 scanner. Six automated leaf shape measurements were obtained (blade area, circularity, length, perimeter, width, and petiole length) using the LeafJ plugin for ImageJ software [2]. Leaf shape was manually traced in cases where leaf boundaries were not distinguished by ImageJ.

**RNA sequencing and analysis**

RNA sequencing was conducted on M3 generation plants. Six plants of each *BR-like dwarf, short-internode dwarf*, and *virescent* phenotypes, as well as four non-phenotypic individuals corresponding to sibling lines of each phenotype were sequenced. For the fraction variegated line, thirteen green plants (three of which produced ~25% variegated progeny) and one white plant were sampled. Nine M3 progeny of DMSO-treated plants were included as controls.

Mature leaf tissue from 32-day-old plants was flash frozen in liquid nitrogen. Frozen tissue was ground into a powder with a Tissuelyser II (QIAGEN; 30 beats/sec for 30 sec). RNA was extracted using an RNeasy Plant Mini Kit (QIAGEN). Library preparation was performed at the MIT BioMicro Center using an NEBNext Ultra II Directional RNA Library Prep Kit for Illumina (New England Biolabs). Samples were multiplexed on one lane of an Illumina NovaSeq 6000 S4 flow cell and sequenced at the MIT BioMicro Center with 150 bp paired end reads.

Trim Galore [3] was used to remove adapters and low-quality ends from reads (*--paired --retain_unpaired -q 25*). Salmon [4] was used to quantify the expression of transcripts, utilizing the Araport11 transcriptome as the reference and the Col-CEN v1.2 genome as decoy sequences. Five samples were identified as outliers and removed from the dataset, based upon the PCAgrid function in the R package rrcov [5] and preliminary analyses. DESeq2 [6] was used to quantify differential expression; for a gene to be considered it must have at least 10 normalized counts in four or more samples. Each phenotype of interest was analyzed independently; DESeq2 design (*~ treatment + phenotype*) incorporated both treatment (etoposide or DMSO) and phenotype (present or absent). The R package clusterProfiler [7] was used to conduct gene set enrichment analysis. Data was visualized utilizing R and packages ggplot2, EnhancedVolcano [8], and pheatmap [9].

**Identification of structural variants: short-read sequencing**

DNA was extracted from the rosette leaves of M2 and M3 plants using a CTAB protocol. Up to 15 ng of genomic DNA was used by the BioMicro Center at MIT to construct DNA sequencing libraries using the Nextera DNA Flex library preparation kit. Libraries were multiplexed and sequenced in 150 bp paired-end format using an Illumina NovaSeq 6000 S4. The first 10 bp of each read as well as any adaptor sequence was removed using Trimmomatic [10] and aligned to the Col-0 Centromere assembly [11] using BWA-MEM [12] (*bwa mem -R "@RG\tID:id\tSM:sample\tLB:lib" reference.fasta sample.R1.fastq sample.R2.fastq \ | samblaster --excludeDups --addMateTags --maxSplitCount 2 --minNonOverlap 20*). These alignments were used to identify structural variants by two separate methods. Larger deletions and duplications were identified using a method proposed by the Comai Lab [13]. Coverage was calculated for each 100 kb window for properly paired and aligned reads using Bedtools [14] (*bedtools coverage -a 100kb_windows.bed -b sample_paired_sorted.bam -counts*) and read-counts/window for each line was normalized to library size as reads per million. The median normalized read-counts for all lines for each window was calculated. As most lines are not expected to share a structural variant, this median read depth is considered to be the wild-type genome dosage and is set to a ploidy or chromosomal dosage of two. The chromosomal dosage of any window for a given line is then calculated as (*normalized read-counts / median read-counts) x2.* Windows with a coverage score ≥3 were considered heterozygous duplications, ≥4 to be homozygous duplications, ≤1 to be heterozygous deletion and ≤0 to be a homozygous deletion.
In addition, we also identified structural variation using a benchmarked Lumpy Express pipeline [15] . Briefly, Samtools [16] was used to identify discordant and split reads from the SAM file that was output by BWA . Files containing discordant reads, split reads, and all reads were used by Lumpy Express to identify putative structural variants. Due to mapping artifacts, Lumpy Express and other variant callers often identify false-positive structural variant candidates at repetitive regions. To address this problem, we filtered out variants from ChrC, ChrM, and the NOR on chromosome 2. To remove SVs present in lab wild-type Col-0 stocks, we removed SVs within 2 kb of any SV found in lines only treated with DMSO, or SVs shared by four or more unrelated etoposide-treated mutant lineages. Finally, only those deletions and duplications that were supported by split-reads were retained in the final list of SVs.

To assess if etoposide causes single nucleotide variants, we used BWA-MEM to align reads from 32 M2/M3 progeny of etoposide-treated plants and four M2 progeny of control plants treated with DMSO to the Col-0 centromere assembly. Aligned reads were sorted and converted to variant calling format (*bcftools mpileup -O b -o file.bcf -f ref.fasta file.sorted.bam*) followed by SNP/indel calling (*bcftools call --ploidy 2 -m -v -o file.vcf file.bcf*) [16]. Variants that were called by bcftools were filtered to retain only calls with a quality score higher than or equal to 40 (*bcftools view -O z -o filtered.vcf.gz -e 'QUAL<=40' in.vcf.gz*). Variants shared by all untreated lines were extracted (*bcftools isec -n=5 -p common_positions.vcf input_files_filtered.vcf.gz*), and then excluded from all other treated lines (*bcftools view -T common_positions.vcf filtered_files.vcf -O z -o untreated_filtered_files.vcf*).

**Identification of structural variants: long-read sequencing**

Two mature leaves from 32-day-old M3 plants were flash frozen in liquid nitrogen. Frozen tissue was ground into a powder with a Tissuelyser II (QIAGEN; 30 beats/sec for 1 min). High molecular weight DNA was extracted using a Wizard HMW DNA Extraction Kit (Promega). DNA was sheared by passing through a 23G needle twice. Contaminating RNA and proteins were removed using RNase A (New England Biolabs) and Proteinase K (New England Biolabs). DNA was further cleaned and small fragments removed using a modified SPRI bead mixture in which the buffer of Agencourt AMPure XP beads was exchanged with a custom buffer of 10 mM Tris-HCl, 1 mM EDTA pH 8, 1.6 M NaCl, 11% w/v PEG 8000 [17]. To perform size selection, in brief, 0.7x volume of modified bead solution was added to each DNA sample, then incubated on a nutator for 10 min. Samples were placed on a magnetic stand to bind the beads to the side of the tube, then washed twice with 70% ethanol. Beads were not allowed to dry before adding nuclease-free water to elute the DNA. To increase yield and remove residual ethanol, samples were incubated at 50°C for 2 min and then at room temperature for two hours with the lids open.

All library preparation and sequencing was performed at the MIT BioMicro Center. For two samples showing the *BR-like dwarf* phenotype, high molecular weight DNA extractions had low yield. For these samples and corresponding controls (individual from sibling line without dwarf phenotype and individual from a line treated with DMSO), library preparation was performed utilizing a Rapid Barcoding Kit V10 (Oxford Nanopore Technologies; SQK-RBK110-96). These four samples were multiplexed and sequenced on a single PromethION R9.4.1 flow cell (Oxford Nanopore Technologies; FLO-PRO002). For all other samples, library preparation was performed with a Native Barcoding Kit V14 (Oxford Nanopore Technologies; SQK-NBD114-24). These samples were multiplexed into groups of three and each group was sequenced on its own PromethION R10.4.1 flow cell (Oxford Nanopore Technologies; FLO-PRO114M). Both runs utilized the following software versions for sequencing and base-calling: MinKNOW 23.04.6, Bream 7.5.10, Configuration 5.5.14, Guppy 6.5.7, and MinKNOW Core 5.5.5.

Nanopore reads were filtered utilizing Filtlong v0.2.1 [18] to select the best reads in terms of length and quality, up to a max coverage of 50x (*--min_length 1000 --min_window_q 40 --trim --split 1500 --target_bases 6605000000*). Filtered reads were mapped to the Col-CEN v1.2 genome using Vulcan dual-mode alignment pipeline [19], which leverages both minimap2 [20] and NGMLR [21], using default settings for ONT reads. Structural variants in each sample were detected with cuteSV *(--max_cluster_bias_INS 100 --diff_ratio_merging_INS 0.3 --max_cluster_bias_DEL 100 --diff_ratio_merging_DEL 0.3 --min_size 30 --max_size -1 –genotype;* [22,23]). SVs identified in all samples were merged with SURVIVOR (*merge 1000 1 1 1 0 30;* [24] ), then samples were genotyped with cuteSV for all SVs identified (*--min_mapq 20 --max_cluster_bias_INS 100 --diff_ratio_merging_INS 0.3 --max_cluster_bias_DEL 100 --diff_ratio_merging_DEL 0.3 --min_size 30 --max_size -1*). Structural variants present in the DMSO and/or Col-0 controls, or present in more than one phenotypic line, or with a quality less than 20 were removed. Data was visualized in R using ggplot2.

**References**

1. Benvenuto JA, Connor TH, Monteith DK, Laidlaw JL, Adams SC, Matney TS, et al. Degradation and inactivation of antitumor drugs. J Pharm Sci. 1993;82: 988–991.

2. Maloof JN, Nozue K, Mumbach MR, Palmer CM. LeafJ: An ImageJ Plugin for Semi-automated Leaf Shape Measurement. JoVE. 2013; 50028. doi:10.3791/50028

3. Krueger F. FelixKrueger/TrimGalore. 2024. Available: https://github.com/FelixKrueger/TrimGalore

4. Patro R, Duggal G, Love MI, Irizarry RA, Kingsford C. Salmon provides fast and bias-aware quantification of transcript expression. Nat Methods. 2017;14: 417–419. doi:10.1038/nmeth.4197

5. Chen X, Zhang B, Wang T, Bonni A, Zhao G. Robust principal component analysis for accurate outlier sample detection in RNA-Seq data. BMC Bioinformatics. 2020;21: 269. doi:10.1186/s12859-020-03608-0

6. Love MI, Huber W, Anders S. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol. 2014;15: 550. doi:10.1186/s13059-014-0550-8

7. Wu T, Hu E, Xu S, Chen M, Guo P, Dai Z, et al. clusterProfiler 4.0: A universal enrichment tool for interpreting omics data. Innovation (Camb). 2021;2: 100141. doi:10.1016/j.xinn.2021.100141

8. Blighe K, Rana S, Lewis M. EnhancedVolcano: Publication-ready volcano plots with enhanced colouring and labeling. 2018. Available: https://github.com/kevinblighe/EnhancedVolcano

9. Kolde R. pheatmap: Pretty Heatmaps. 2019. Available: https://cran.r-project.org/web/packages/pheatmap/index.html

10. Bolger AM, Lohse M, Usadel B. Trimmomatic: a flexible trimmer for Illumina sequence data. Bioinformatics. 2014;30: 2114–2120. doi:10.1093/bioinformatics/btu170

11. Naish M, Alonge M, Wlodzimierz P, Tock AJ, Abramson BW, Schmücker A, et al. The genetic and epigenetic landscape of the Arabidopsis centromeres. Science. 2021;374: eabi7489. doi:10.1126/science.abi7489

12. Li H. Aligning sequence reads, clone sequences and assembly contigs with BWA-MEM. arXiv; 2013. doi:10.48550/arXiv.1303.3997

13. Tan E, Comai L, Henry I. Chromosome Dosage Analysis in Plants Using Whole Genome Sequencing. BIO-PROTOCOL. 2016;6. doi:10.21769/BioProtoc.1854

14. Quinlan AR, Hall IM. BEDTools: a flexible suite of utilities for comparing genomic features. Bioinformatics. 2010;26: 841–842. doi:10.1093/bioinformatics/btq033

15. Göktay M, Fulgione A, Hancock AM. A New Catalog of Structural Variants in 1,301 A. thaliana Lines from Africa, Eurasia, and North America Reveals a Signature of Balancing Selection at Defense Response Genes. Molecular Biology and Evolution. 2021;38: 1498–1511. doi:10.1093/molbev/msaa309

16. Danecek P, Bonfield JK, Liddle J, Marshall J, Ohan V, Pollard MO, et al. Twelve years of SAMtools and BCFtools. GigaScience. 2021;10: giab008. doi:10.1093/gigascience/giab008

17. Schalamun M, Nagar R, Kainer D, Beavan E, Eccles D, Rathjen JP, et al. Harnessing the MinION: An example of how to establish long-read sequencing in a laboratory using challenging plant tissue from Eucalyptus pauciflora. Molecular Ecology Resources. 2019;19: 77–89. doi:10.1111/1755-0998.12938

18. Wick R. rrwick/Filtlong. 2024. Available: https://github.com/rrwick/Filtlong

19. Fu Y, Mahmoud M, Muraliraman VV, Sedlazeck FJ, Treangen TJ. Vulcan: Improved long-read mapping and structural variant calling via dual-mode alignment. Gigascience. 2021; 10: giab063. doi: 10.1093/gigascience/giab063

20. Li H. Minimap2: pairwise alignment for nucleotide sequences. Bioinformatics. 2018;34: 3094–3100. doi:10.1093/bioinformatics/bty191

21. Sedlazeck FJ, Rescheneder P, Smolka M, Fang H, Nattestad M, von Haeseler A, et al. Accurate detection of complex structural variations using single-molecule sequencing. Nat Methods. 2018;15: 461–468. doi:10.1038/s41592-018-0001-7

22. Jiang T, Liu Y, Jiang Y, Li J, Gao Y, Cui Z, et al. Long-read-based human genomic structural variation detection with cuteSV. Genome Biology. 2020;21: 189. doi:10.1186/s13059-020-02107-y

23. Jiang T, Cao S, Liu Y, Zhang Z, Liu S, Liu B, Wang G, et al. cuteFC: regenotyping structural variants through an accurate and efficient force-calling method. Genome Biology. 2025;26: 166. doi: 10.1186/s13059-025-03642-2

24. Jeffares DC, Jolly C, Hoti M, Speed D, Shaw L, Rallis C, et al. Transient structural variations have strong effects on quantitative traits and reproductive isolation in fission yeast. Nat Commun. 2017;8: 14061. doi:10.1038/ncomms14061

# Supplementary material for: A simple method to efficiently generate structural variation in plants
**Source:** PLoS Genet. 2025 Dec 18;21(12):e1011977. doi: 10.1371/journal.pgen.1011977
**Supplement:** S1 Fig

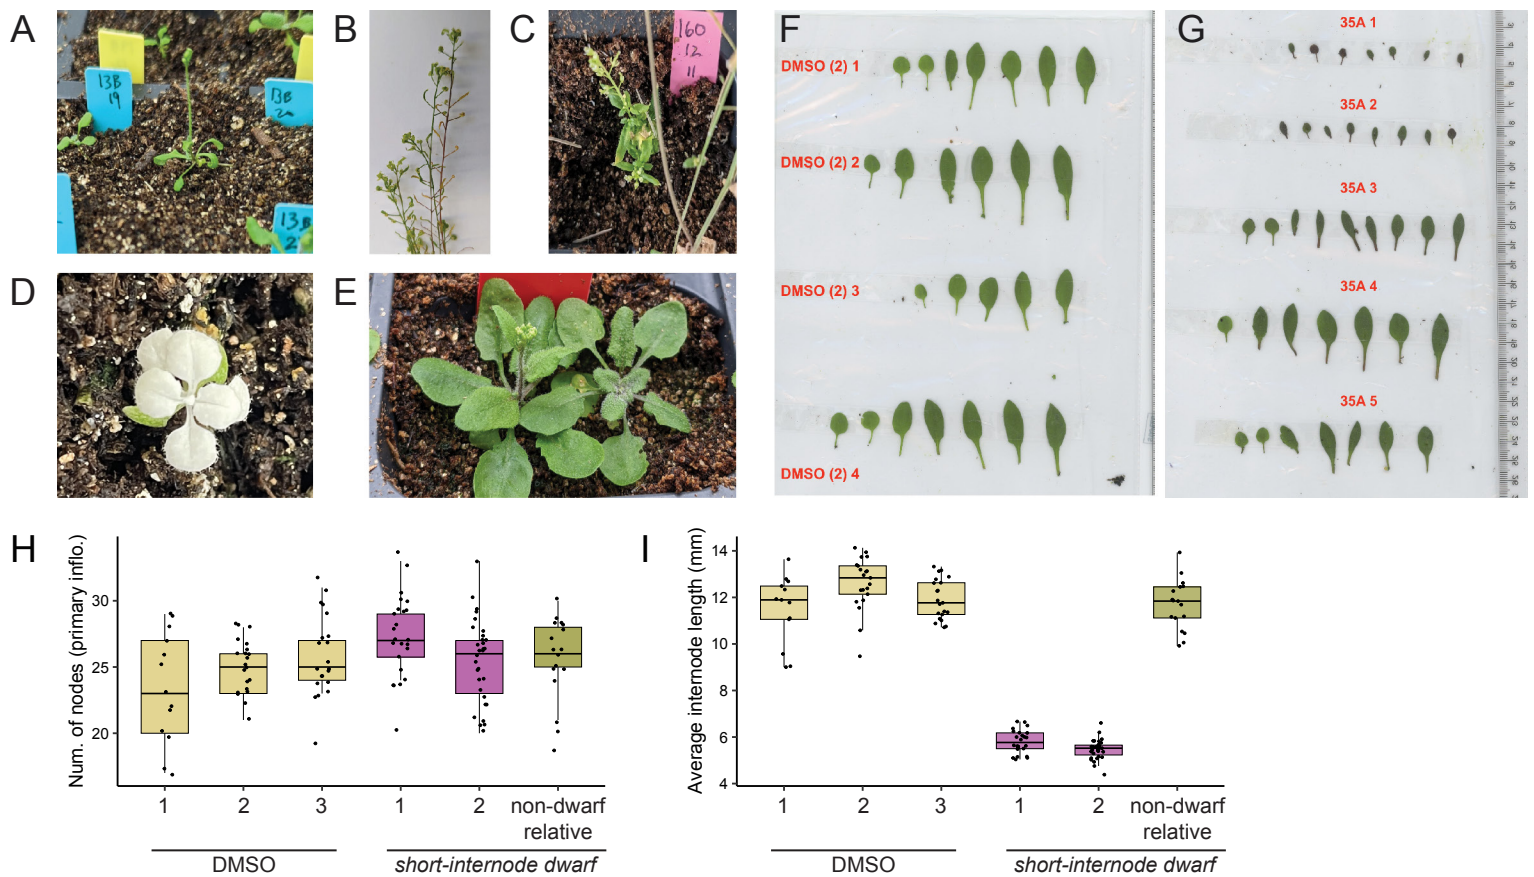

**S1 Fig. Additional phenotyping of progeny of etoposide-treated plants.** Visual observation of M2 plants arising from different etoposide-treated M1 progenitors identified multiple lines with mutant phenotypes, including: early flowering (**A**), sterility (**B**), dwarfism (**C**), variegation (**D**), altered leaf shape (**E-G**). Lines with altered leaf shape or size were visually identified. These differences were confirmed by measuring leaf size (blade area, length, perimeter, width, and petiole length) and shape (circularity) of leaves with the LeafJ plugin for ImageJ software. Leaves from multiple M2 siblings of line 35 are shown in (**G**). 35A\_1 and 35A\_2 show a dramatic decrease in size parameters while 35A\_3 shows an intermediate decrease. 35A\_4 and 5 show no change compared to DMSO-treated lineages. (**H**) *short-internode dwarf* plants have the same number of nodes as DMSO-treated lineages and a genetic relative that lacks the phenotype, but (**I**) decreased distance between nodes, as measured on the primary inflorescence.

# Supplementary material for: A simple method to efficiently generate structural variation in plants
**Source:** PLoS Genet. 2025 Dec 18;21(12):e1011977. doi: 10.1371/journal.pgen.1011977
**Supplement:** S2 Fig

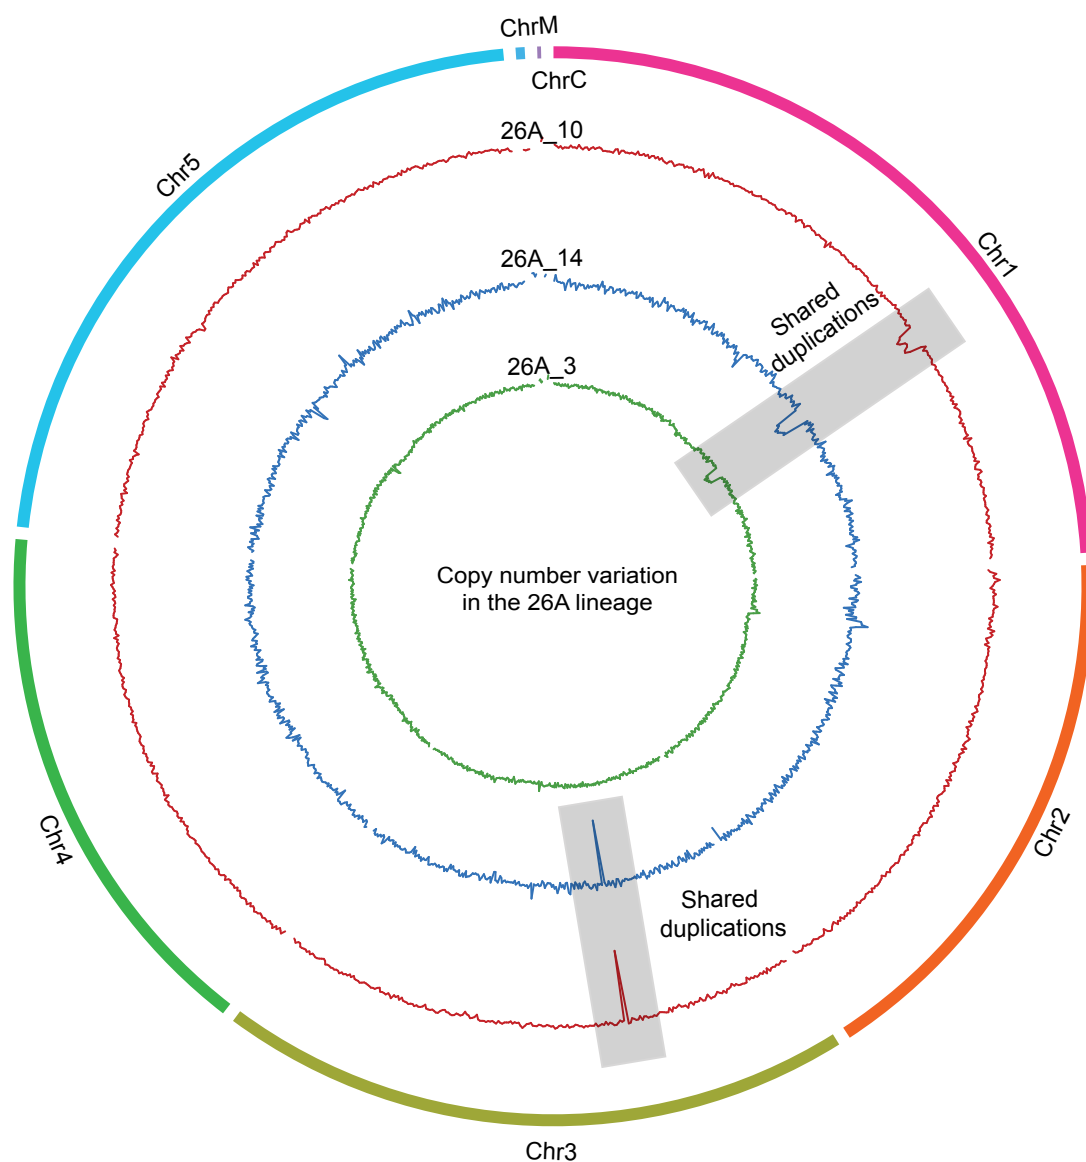

**S2 Fig. Duplications detected in the 26A lineage.** Each track of the circos plot represents genome-wide read coverage analysis for an M2 sibling generated by selfing the 26A M1 mutant. Chromosome 1 duplications are shared by three M2 siblings whereas a chromosome 3 duplication is shared by two of three siblings.

# Supplementary material for: A simple method to efficiently generate structural variation in plants
**Source:** PLoS Genet. 2025 Dec 18;21(12):e1011977. doi: 10.1371/journal.pgen.1011977
**Supplement:** S3 Fig

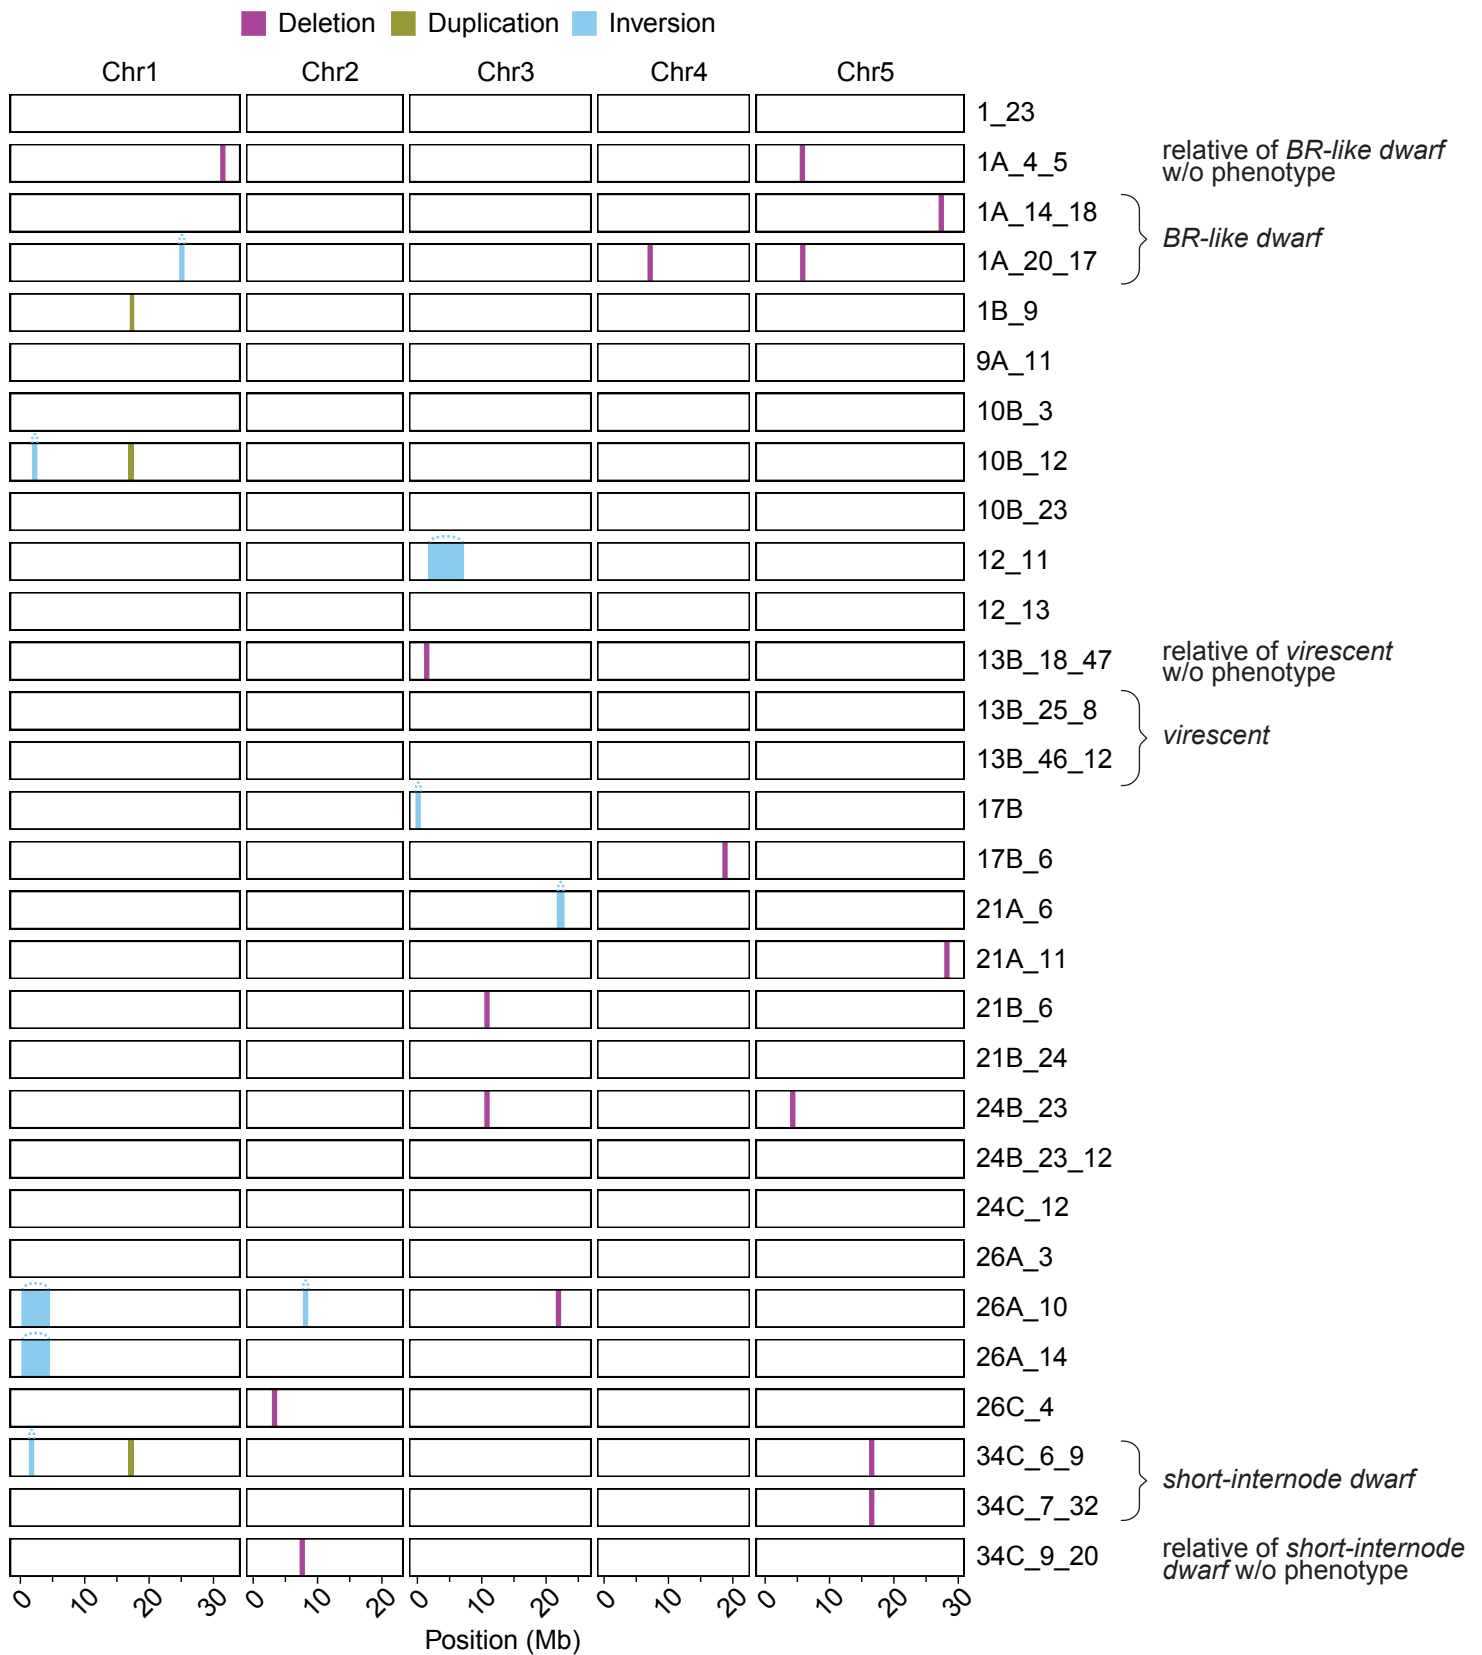

**S3 Fig. Structural variants identified by LUMPY Express in short-read data.** A total of 27 SVs (16 deletions, 3 duplications, and 8 inversions) were identified. Eleven sequenced samples did not have any detected SVs.

# Supplementary material for: A simple method to efficiently generate structural variation in plants
**Source:** PLoS Genet. 2025 Dec 18;21(12):e1011977. doi: 10.1371/journal.pgen.1011977
**Supplement:** S4 Fig

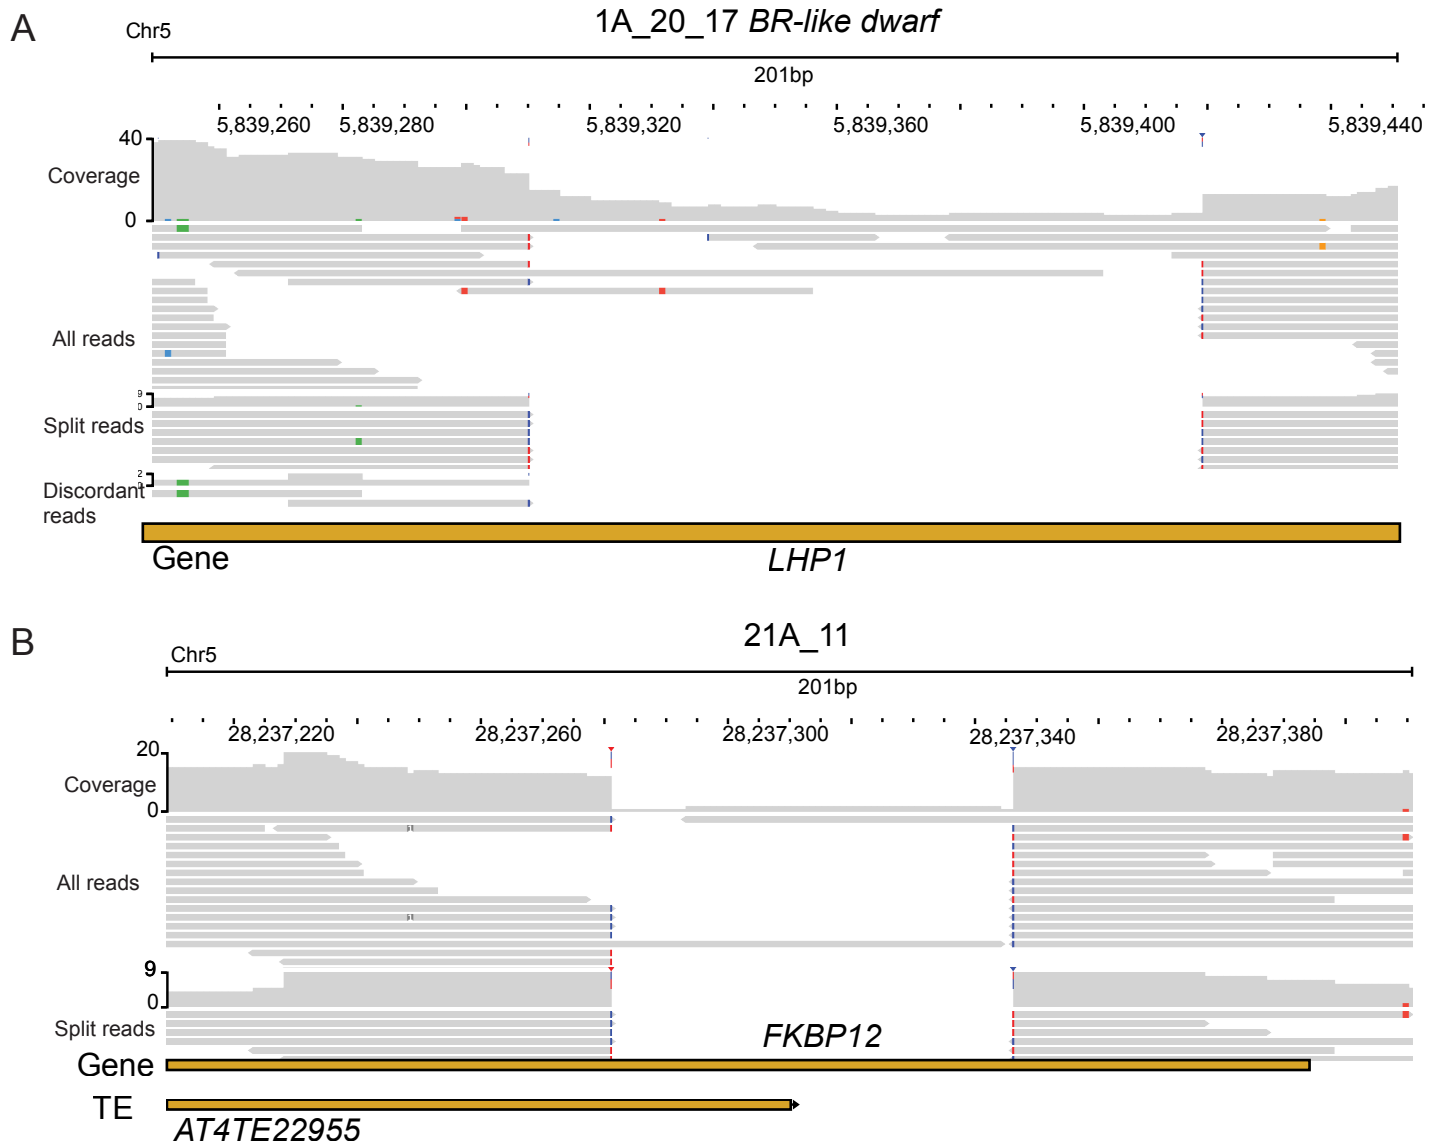

**S4 Fig. Examples of deletions in an etoposide-treated line identified by LUMPY Express using short reads.** JBrowse snapshots of split reads and all reads overlapping *LHP1* (A) and *FKBP12* (B) identifies short deletions in two independent lines.

# Supplementary material for: A simple method to efficiently generate structural variation in plants
**Source:** PLoS Genet. 2025 Dec 18;21(12):e1011977. doi: 10.1371/journal.pgen.1011977
**Supplement:** S5 Fig

# Line 12\_11

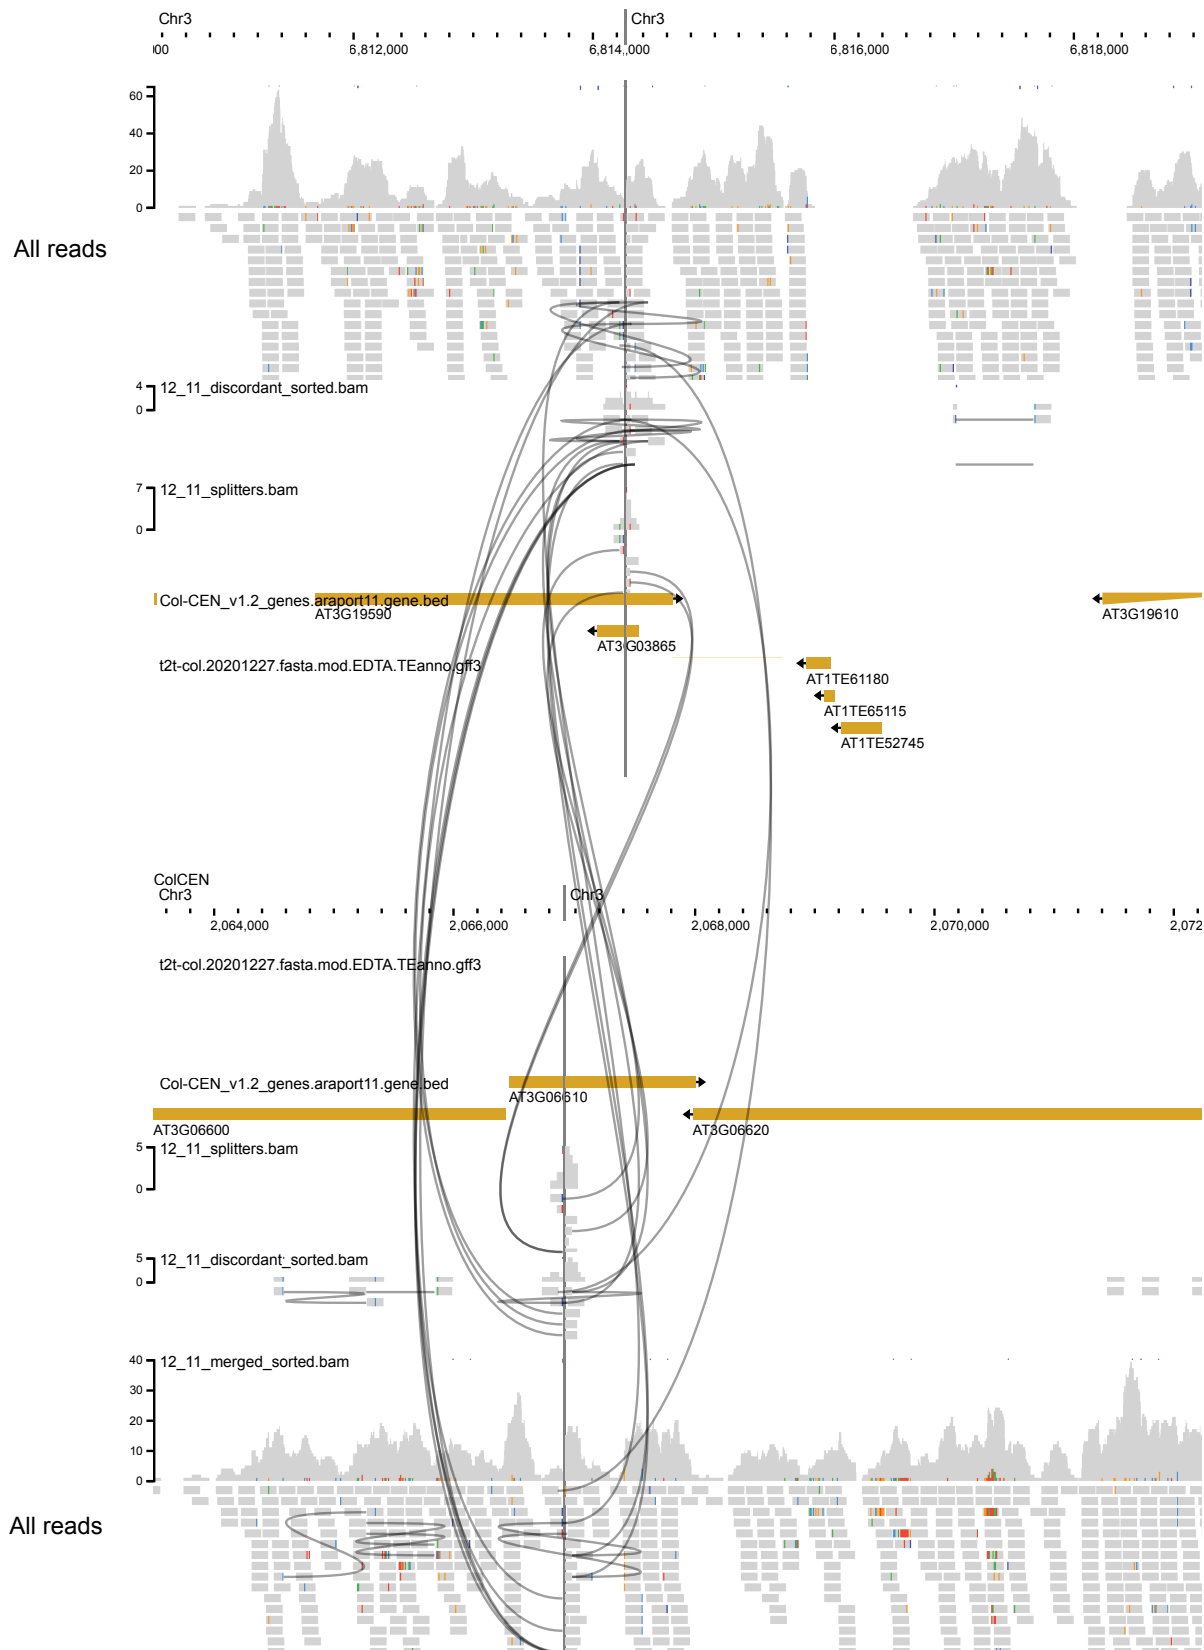

**S5 Fig. An example of an intrachromosomal inversion in an etoposide-treated line detected by LUMPY Express using short reads.** Split reads and discordant reads indicate an intra-chromosomal inversion on chromosome 3. Black lines link split and discordant reads mapping to two different regions of the chromosome.

# Supplementary material for: A simple method to efficiently generate structural variation in plants
**Source:** PLoS Genet. 2025 Dec 18;21(12):e1011977. doi: 10.1371/journal.pgen.1011977
**Supplement:** S6 Fig

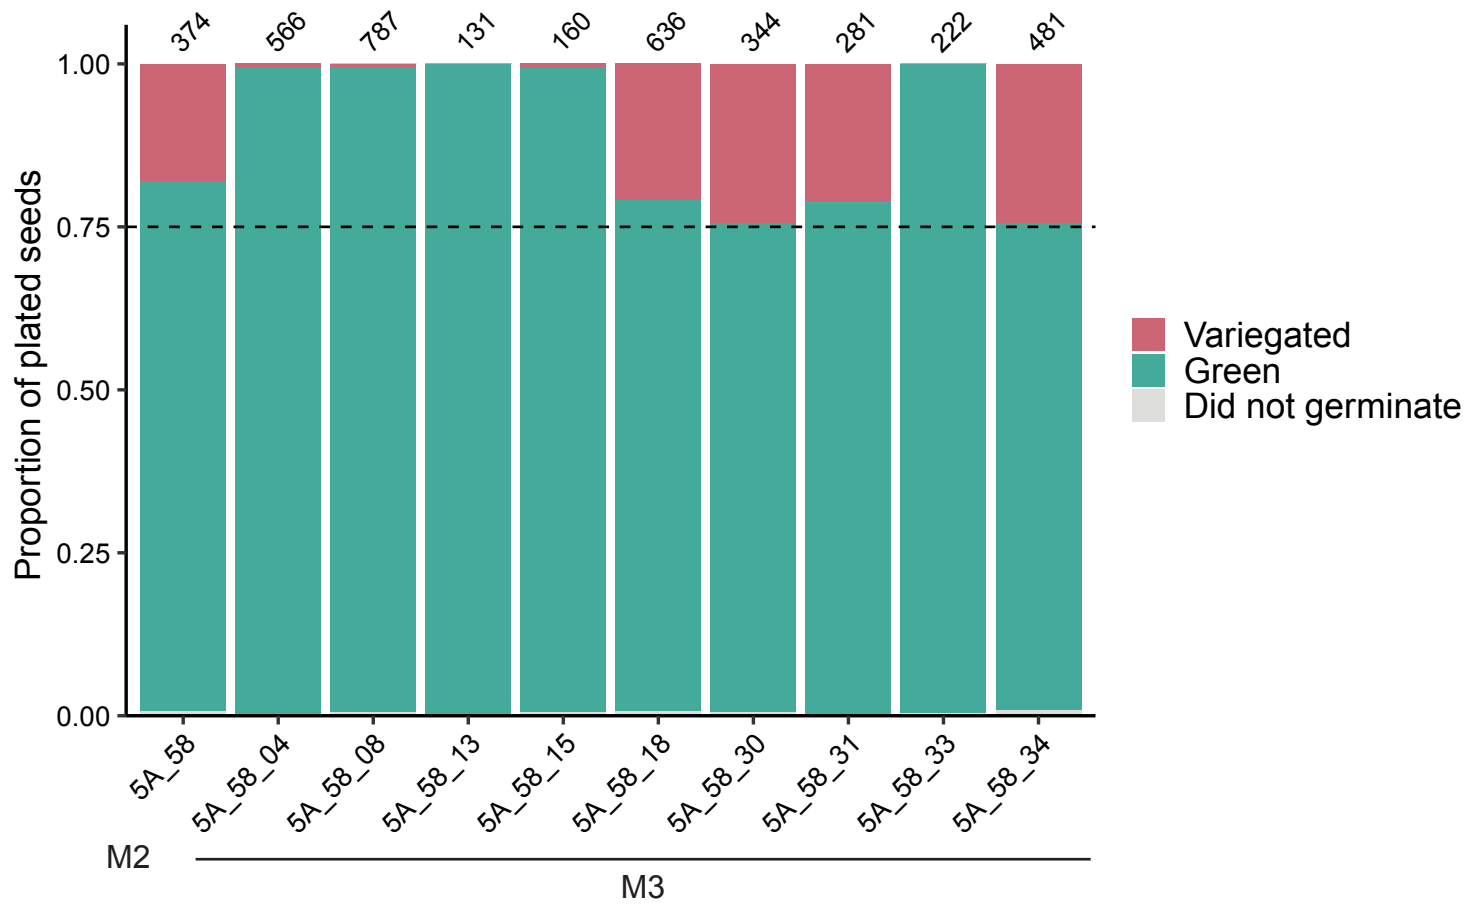

**S6 Fig. Segregation of the *variegated* phenotype from green parents.** Green plants from variegated line 5A produce either approximately 25% variegated progeny or all green progeny. Number of seedlings assessed is annotated above each bar. M2 plant 5A\_58 is the parent of the M3 progeny assayed.

# Supplementary material for: A simple method to efficiently generate structural variation in plants
**Source:** PLoS Genet. 2025 Dec 18;21(12):e1011977. doi: 10.1371/journal.pgen.1011977
**Supplement:** S7 Fig

A

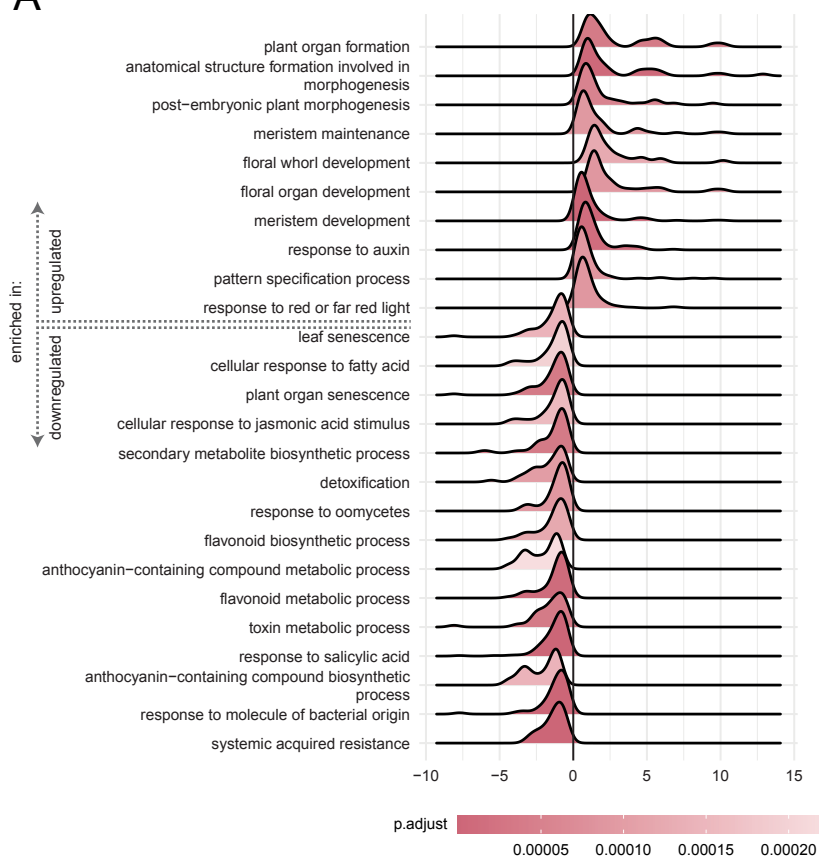

B

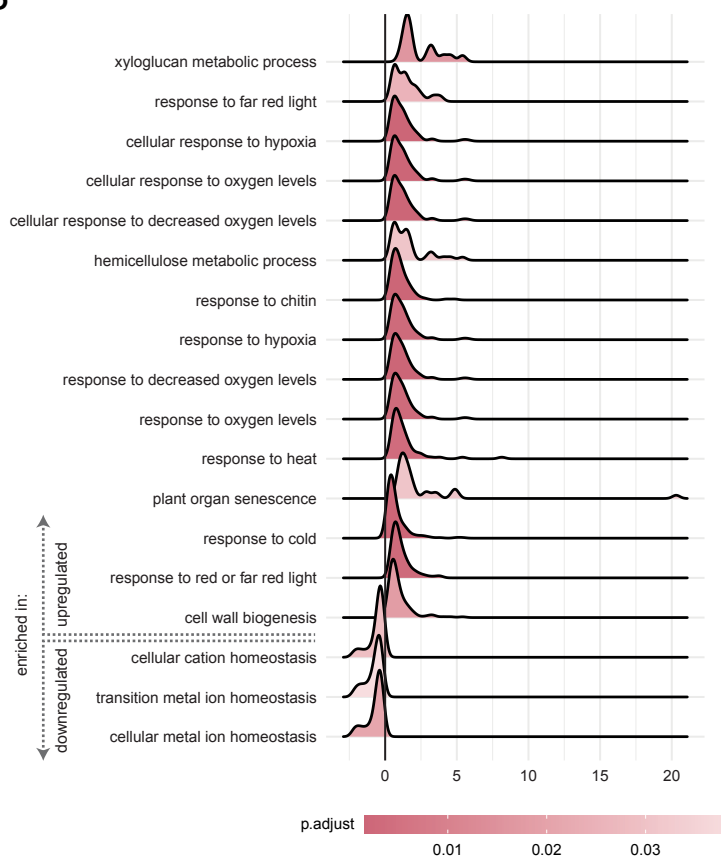

C

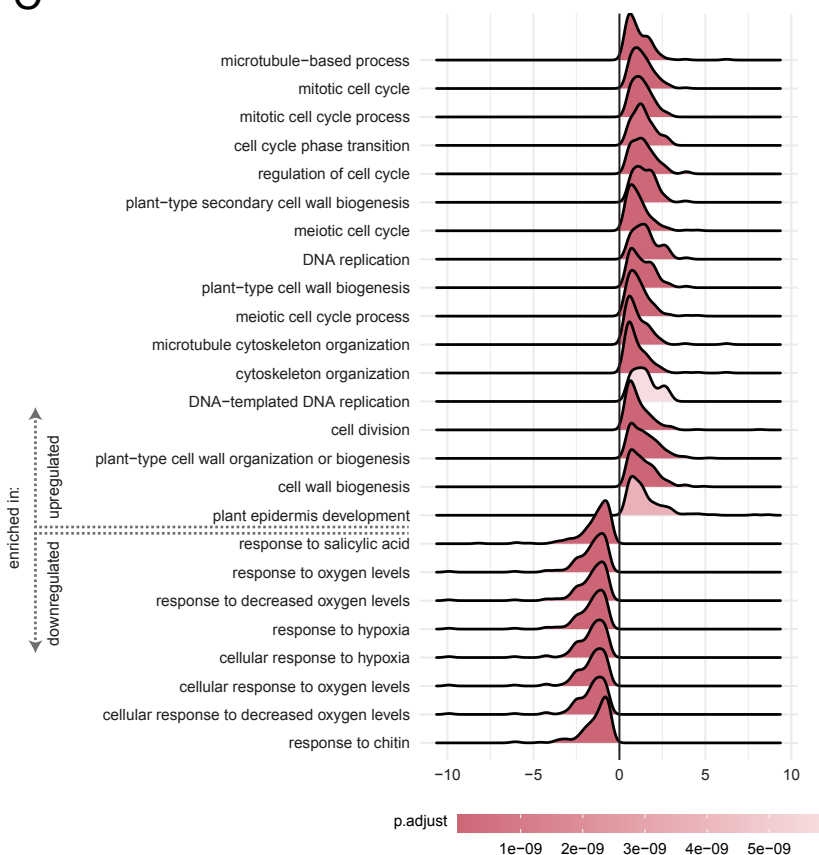

**S7 Fig. GO term enrichment for genes differentially expressed between plants exhibiting a phenotype and those without a phenotype.** GSEA was used to identify enriched GO terms. Ridge plots depict significant terms for (A) *BR-like dwarf*, (B) *short-internode dwarf*, and (C) *virescent* phenotypes.

# Supplementary material for: A simple method to efficiently generate structural variation in plants
**Source:** PLoS Genet. 2025 Dec 18;21(12):e1011977. doi: 10.1371/journal.pgen.1011977
**Supplement:** S8 Fig

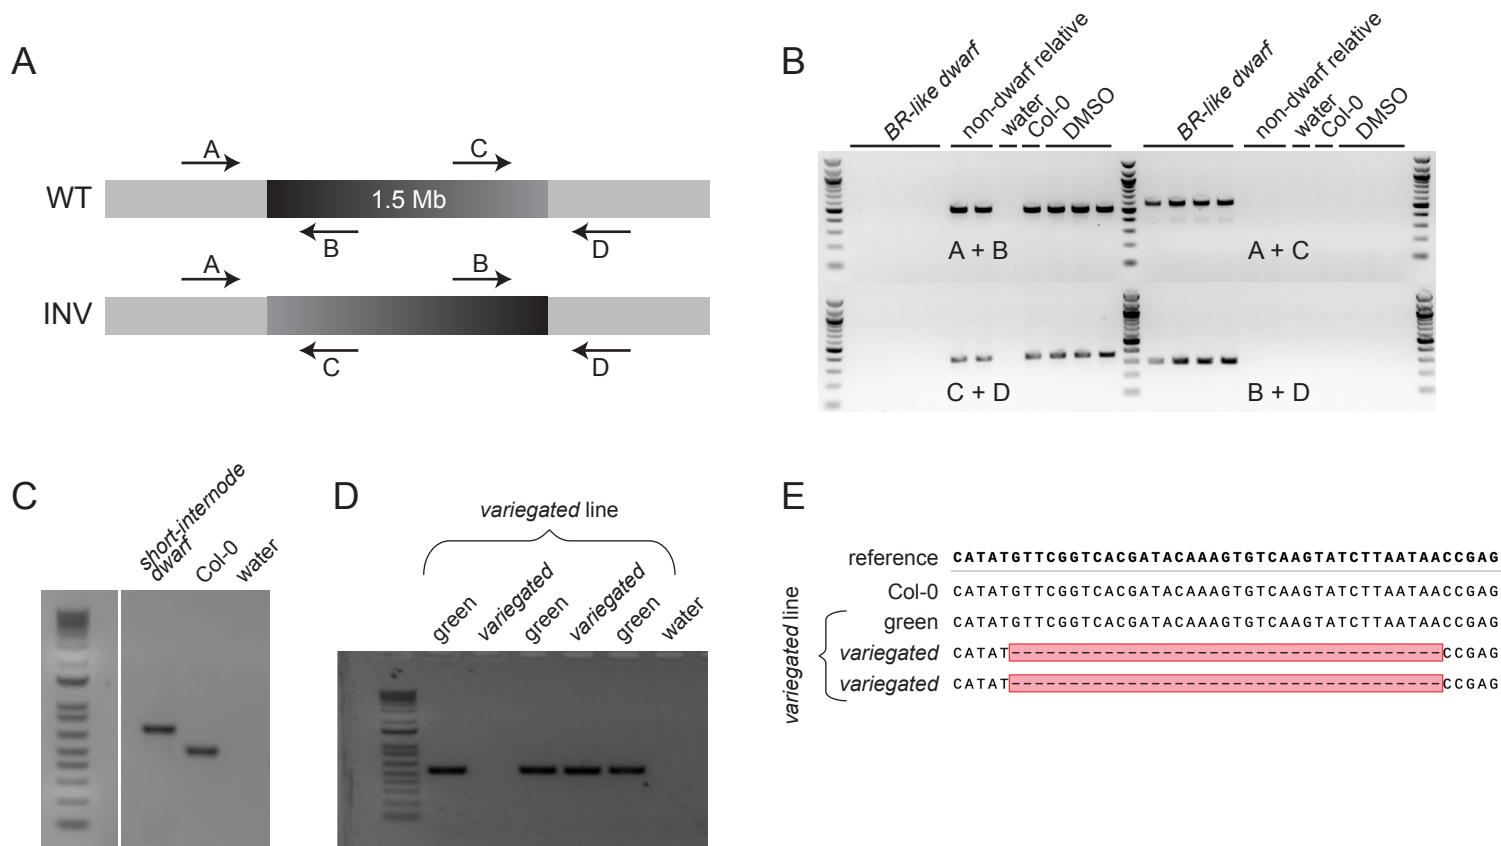

**S8 Fig. PCR verification of four structural variants identified via long-read sequencing.** All plants sampled for PCR verification were relatives of the plants sequenced. **(A)** Diagram depicting primer design for verification of 1.52 Mb inversion identified in *BR-like dwarf* plants. **(B)** Image of gel electrophoresis of PCR products generated with different combinations of primers in (A); the inversion is present only in plants exhibiting the *BR-like dwarf* phenotype. **(C)** Gel image for verification of 184 bp insertion identified in *short-internode dwarf* plants. Primers were designed to flank the insertion. **(D)** Gel image for verification of 81 bp deletion identified in the plant sequenced from the *variegated* line. Primers were designed to flank the deletion; all plants tested are homozygous for the deletion, except for one plant (lane 3) for which the PCR failed. **(E)** Alignment of sequenced PCR products to *IMMUTANS* reference sequence. Primers were designed to flank the deletion. Individuals in the line exhibiting the *variegated* phenotype are homozygous for the deletion while green plants are either heterozygous or homozygous for the WT allele.

# Supplementary material for: A simple method to efficiently generate structural variation in plants
**Source:** PLoS Genet. 2025 Dec 18;21(12):e1011977. doi: 10.1371/journal.pgen.1011977
**Supplement:** S9 Fig

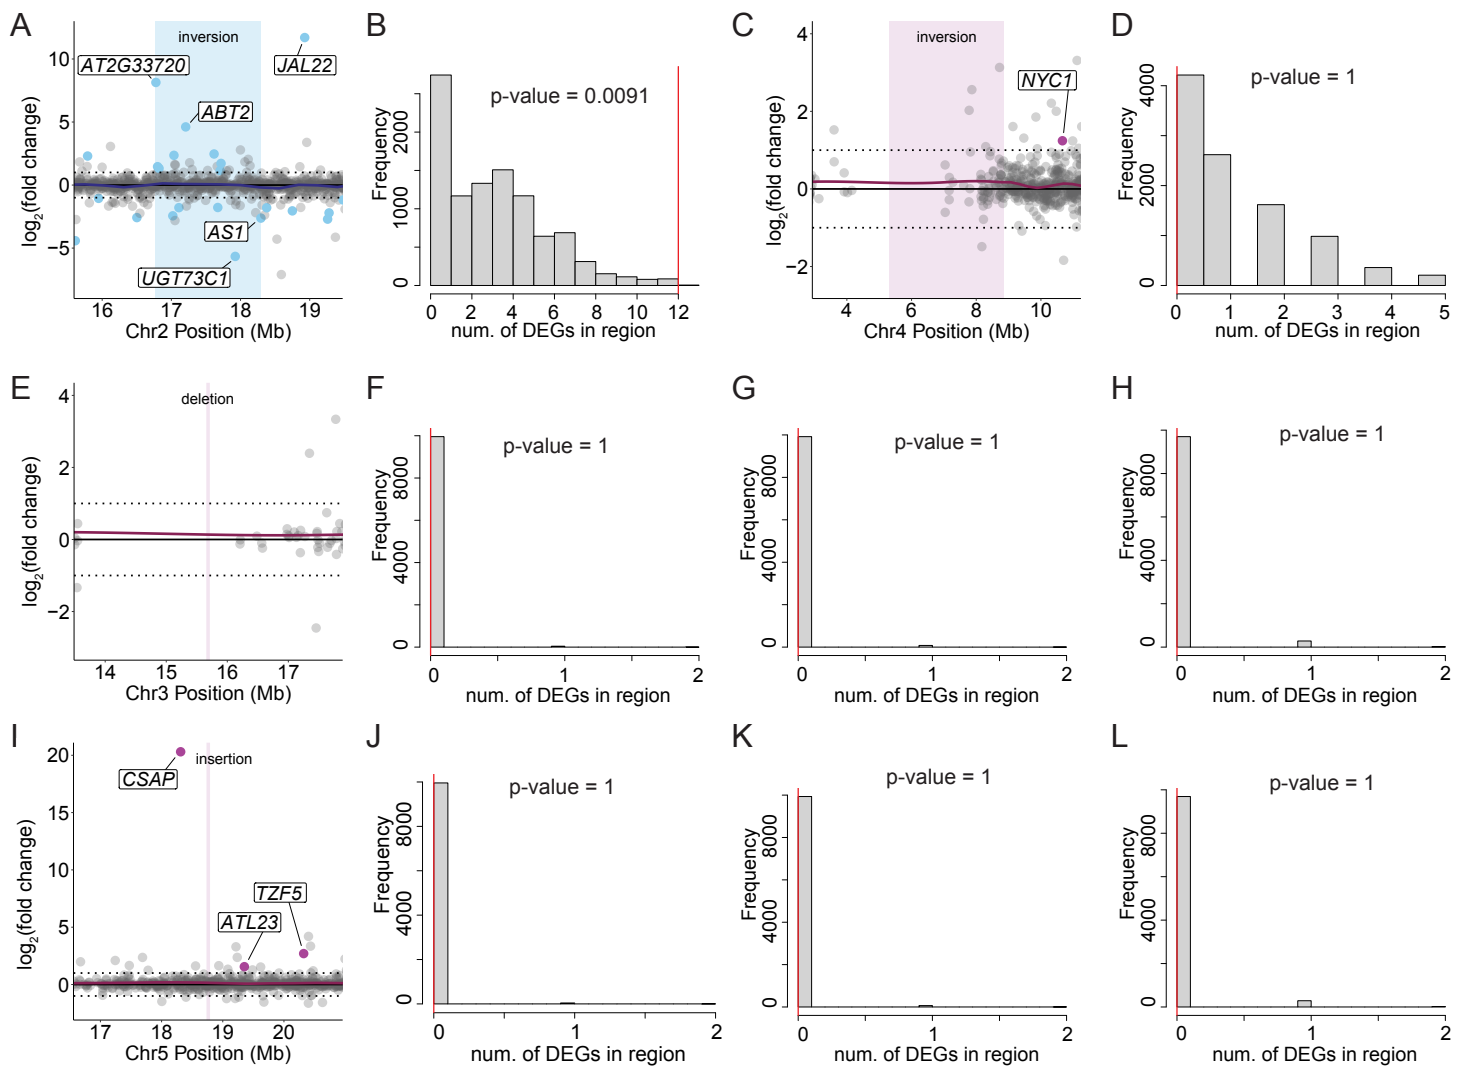

**S9 Fig. Permutation tests to determine if structural variants are associated with the location of differentially expressed genes.** (A)  $\log_2(\text{fold change})$  of genes within and 1 Mb outside the 1.52 Mb inversion in *BR-like dwarf*. Differentially expressed genes (DEGs) are in blue and SVs are shaded in light blue. Dark blue line represents locally estimated scatterplot smoothing to aid pattern visualization. (B) Permutation test to determine if the 1.52 Mb inversion in *BR-like dwarf* plants contains more DEGs than expected by chance. All permutation tests were performed by selecting at random 10,000 genomic regions of an equivalent size to the region of interest. Histogram plots the distribution of number of DEGs contained within the randomly selected regions. Red line marks the number of DEGs in the region of interest. P-values calculated by the probability that permuted values exceed the observed value; if p-value is  $< 0.05$  we conclude the region of interest is enriched for DEGs. (C)  $\log_2(\text{fold change})$  of genes within and 2 Mb outside the 3.54 Mb inversion in *short-internode dwarf*. DEGs are in pink and SVs are shaded in light pink. Dark pink line represents locally estimated scatterplot smoothing to aid pattern visualization. (D) Permutation test for 3.54 Mb inversion in *short-internode dwarf* plants. (E)  $\log_2(\text{fold change})$  of genes 2 Mb outside 176 bp deletion in *short-internode dwarf*. DEGs are in pink and SVs are shaded in light pink. Dark pink line represents locally estimated scatterplot smoothing to aid pattern visualization. Permutation tests for (F) 5 kb, (G) 10 kb, and (H) 50 kb flanking the deletion on chromosome 3 in *short-internode dwarf* plants. (I)  $\log_2(\text{fold change})$  of genes 2 Mb outside 184 bp insertion in *short-internode dwarf*. DEGs are in pink and SVs are shaded in light pink. Dark pink line represents locally estimated scatterplot smoothing to aid pattern visualization. Permutation tests for (J) 5 kb, (K) 10 kb, and (L) 50 kb flanking the insertion on chromosome 5 in *short-internode dwarf* plants.

How the deposited data were processed for this re-analysis (not part of the article)

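The data are leaf mRNA sequencing of single Arabidopsis plants. They cover 53 libraries from plants 32 days old, descended from seed treated with 160 µM etoposide or with DMSO. Samples were grouped by the phenotype and line that the sample labels give, and 0 columns of the count table were left without a sample. The labels disagree with the paper in 2 places. S3 Table gives 1 plant with a virescent label as a relative without the phenotype, and the labels give the DMSO plants as M2 where the supplementary methods give M3 and S3 Table gives M2 for replicates 1 to 6 and M3 for 7 to 9. The labels were kept.

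The authors made the estimated counts with Salmon from the trimmed reads, and the deposited count table holds them per gene without normalization. The authors' deposited tables of each comparison come from DESeq2 with a design of treatment and phenotype, after 5 outlier libraries were removed and genes with low counts were filtered. In these tables the signal column holds the mean normalized count over the libraries of the authors' fit. The log2 fold change and its standard error, as deposited, were fitted by the authors with DESeq2. The score column, as deposited, is the Wald statistic that the authors obtained as the log2 fold change over its standard error. The p-value and adjusted p-value columns, as deposited, are those of the authors' Wald test with Benjamini-Hochberg adjustment. The version of DESeq2 that the authors used is not stated in the paper's text.

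Total counts per library were between 29739361 and 116654254. At these totals a count of 0 allows up to 3 counts, and such limits and all intervals cover counting error only. A fold change against a group whose libraries are all at 0 was computed against 3 counts over the group. Of 27501 gene identifiers, 27391 were found in the TAIR10.1 annotation, which gave a symbol to 10372, and 110 are genes of the organelles. The paper's structural variants are on Col-CEN v1.2, and no position was converted between the genomes.

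The libraries that the authors used were found from the mean normalized counts of genes above 100 in the authors' deposited table, fitted as a weighted sum of the libraries. This identified 4 of the 5 libraries that the authors left out. The fifth was not identified, and the values of the variegated line, for which no table of the authors was used, may include it. Values that were not whole were rounded. Genes were tested with edgeR's quasi-likelihood test (edgeR 4.0.16 in R 4.3.3, without robust estimation) on TMM-normalized counts with Benjamini-Hochberg adjustment, where at least 4 libraries of the fit had at least 10 normalized counts. Phenotypic plants, relatives and DMSO plants of each of the 3 lines shared an estimate of the spread, and phenotypic plants were compared with relatives and with DMSO plants, and relatives with DMSO plants. A gene was called at an adjusted p below 0.01 and an absolute log2 fold change above 1, with a prior count of 0.125. The standard error given with an edgeR fold change is the log2 fold change without prior count over the square root of the F statistic. It restates the test and is no separate measure of spread. DESeq2 1.42.0 was the alternative test. Normalized values per plant are given as CPM, and single genes of the variegated line were compared on the log2 scale with a pseudocount of 1 by two-sided permutation tests. The test on the inversion drew 10000 random windows and was one-sided. Gene lists were tested by camera with a correlation of 0.01 and by fry in limma 3.58.1 on voom-transformed counts, at an adjusted p below 0.05. The p of fry with observation weights depends on the order of the libraries, so it was also computed over 20 other orders and without weights. Genes whose identifier and symbol did not pair in the reference were left out of the lists. Other computations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, and matplotlib 3.10.9 for the plots.

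These tests, thresholds, libraries, lists, the rule for named genes and most alternatives were set before the data were examined. The named genes are those that the paper names in its text or in Fig 3, Fig 4 or S9 Fig, the genes drawn at the breakends, in each line up to 3 called genes with the largest rise and up to 3 with the largest fall whose values do not overlap between the groups, and called members of the gene lists. Values of some of them in S7 to S9 Tables and in the figures had been seen by then. AT5G39520 is no part of that rule. It was added later, as the 1 gene with a log2 fold change above 20 in the authors' deposited table of short-internode dwarf plants, and its values are reported as such. The identifiers of ERF022, ERF014 and ATL23 were assigned without a pairing in the reference annotation, that of MAF1 from a note in it, and symbols of the figures without an identifier were left out. The alternatives covered the test, the scaling, the gene filter, the thresholds, the plants and their labels, a replicate block, and each library left out in turn. The methods were tested on simulated data with 200 changed genes. In those data DESeq2 called 13, 20 and 10 unchanged genes in the 3 lines, and edgeR 2, 0 and 2. Outlying plants and family differences were not simulated, and the changed genes were not at low counts. Up to 100 splits of the same plants into groups of the same sizes, the real one included, were tested for each count of genes.

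Lists of marker genes for pollen, flowers, anthers and ovules, jasmonate and salicylate were written down before their test and summed in every library. A running median of the log2 difference from DMSO plants was taken over 31 neighbouring genes along the chromosomes. It served to look for segments that shift together, among 14059 genes. As a stand-in for leaf growth stage, a growth score was computed per plant and used as a covariate. It is the first principal component of the kept libraries outside the line in question, signed so that the cell cycle genes load positively, and whether it measures growth was not tested. Genome sequencing, image and germination data of the paper were not analysed here, and gene ontology terms were not used here. The large inversion and the smaller variants of the short-internode dwarf line were left out since their positions are on the other genome.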

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

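The tests chosen only after the result was seen are those of the mislabelled sample and of the library size for BR-like dwarf replicate 4, the test on AT5G20030 and its family, the division of the anther and ovule genes into regulators and others, and the tests on short-internode dwarf relative replicate 2 alone and on the other 3 of the 4 identified libraries among the 5 that the authors left out.

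Among 113 groups of 4 to 10 plants, 24 held a plant far from the others of its group, where chance gives about 1 in 20. Some of these are genes at 0 counts in the other plants of the group. 1 of the 24 is AT5G39520, which was added to the named genes for its value in the authors' deposited table and was not chosen by the rule. Libraries with far more counts than their group were DMSO replicate 5, at 116654254, and replicate 7 of the green plants without variegated progeny, at 72347093. All tests scale by library size, and with the libraries of each line thinned to the lowest total edgeR called 21 genes in BR-like dwarf plants (16 of them among the 17 of the full libraries), 5 in short-internode dwarf plants (5 shared) and 573 in virescent plants (549 shared with the 569). A difference in library size therefore does not account for these numbers of calls. Leaving out DMSO replicate 5 moved the BR-like dwarf number from 17 to 43. No biological explanation for the library totals was tested.

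BR-like dwarf replicate 4 had 0.7045 CPM of KNAT1, 0 of STM and 0 of LOB, where the other 5 plants had at least 14.56, 6.82 and 28.9 CPM. It had 5.762 CPM of AT1G59930, the highest of its group. A swap with a plant without the phenotype is argued against by its AS1 level of 11.22 CPM, below the 61.7 CPM of the lowest relative. A low library size is argued against as well, since the lowest of the other plants would give 1286 counts of LOB at that library's total. What stays open is a difference of this plant in leaf stage, sampled tissue or genotype, which was not tested, and with it the cause of the lower values. Without this plant edgeR called 147 genes in place of 17.

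Other plants far from their group include several at low counts. KNAT2 had 0.06354 CPM in DMSO replicate 8 and 0.09206 in BR-like dwarf relative replicate 1, STM 0.01848 in relative replicate 2, AT2G33720 0.04211 in DMSO replicate 7 and JAL22 0.3012 in DMSO replicate 5, each with 0 in most others of the group. ERF014 had 0.2949 CPM in DMSO replicate 1, IPS1 1.858 in DMSO replicate 4 and 0.1075 in virescent replicate 1, WRKY31 0.02275 in virescent replicate 5 and PHI-1 0.7911 in virescent replicate 4. At higher levels, EXP3 had 26.24 CPM in BR-like dwarf relative replicate 1, CSLG3 0.5667 in BR-like dwarf replicate 1, NRPC1 18.91 in DMSO replicate 7, SULTR3;5 1.464 in short-internode dwarf replicate 6, NYC1 274.3 in short-internode dwarf replicate 5, WRKY33 74.09 in virescent replicate 4 and WRKY22 4.345 in virescent replicate 6. AT5G39520 had 5.803 CPM in short-internode dwarf replicate 2, which gave 323 of the 338 counts of its group, against 0 counts in the 2 relatives used by the authors and up to 1.634 CPM in those left out. Against the limit of 3 counts over the 2 relatives the group was at least 25.3-fold higher, mostly through that plant. In the authors' deposited table its log2 fold change is 20.306, and edgeR did not call it here (adjusted p = 0.579 with Benjamini-Hochberg adjustment), while DESeq2 did. No technical or biological explanation was tested for the values in this paragraph.

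The plants with each phenotype came from 2 M2 families and the relatives from another. Between the families 1A_14 and 1A_20 of BR-like dwarf plants edgeR called 8 genes, with 2539 at an unadjusted p below 0.05, and DESeq2 called 195. Between those of short-internode dwarf plants edgeR called 0 genes, with 861 at an unadjusted p below 0.05 and 2 by DESeq2, and between those of virescent plants 0 genes, with 265 at an unadjusted p below 0.05 and 1 by DESeq2. These counts measure how far families with the phenotype differ, but the family of the relatives is not among them. A difference between M2 families without a part in the phenotype cannot be told apart from the phenotype in the calls against relatives, since the design confounds them in every line. BR-like dwarf replicate 4 belongs to 1 of the families compared.

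AT5G20030 (chromosome 5 of TAIR10.1, 6764727 to 6766702) was higher in family 5A_58 of the variegated line, with 5.77 ± 1.81 CPM (SD, n = 5) against 3.24 ± 0.58 (SD, n = 8) in the other green plants, a difference of 0.64 on the log2 scale (two-sided exact permutation test, p = 0.00389). Over the 3 families tested the adjusted p was 0.0117 by Benjamini-Hochberg adjustment of the exact permutation tests, against 0.195 for 5A_2 and 0.264 for 5A_3. The highest difference among the 1287 splits of the plants was 0.67, so a chance division of the plants is an unlikely source. A difference between families by a linked variant or by growth stays open and was not tested.

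The list of 14 flower genes had its highest sum, 98.7 CPM, in the white plant of the variegated line, where 13 of the 14 genes lay over 1 log2 unit above the median of the series. The next library had 19.8 CPM, and DMSO plants at most 12.5 CPM. Of the 14 genes, 2 are above 1 CPM in the median library. The sum of the 16 genes of anthers and ovules was also highest there, with 46.3 CPM, where the next library had 5.71 and DMSO plants at most 5.09. Most of it came from MS2 (21.1 CPM) and ACOS5 (8.43), while INO, STK and DYT1 had 0 counts, all picked out after their values were seen, and 2 of 8 regulators and 5 of the other 8 genes were above every other library. Floral buds in the sampled tissue would bring transcripts of these organs. The sum of 46.3 CPM fits that for anther genes, while the ovule genes INO and STK lend it no support. CRC, another regulator of the list, goes the other way from INO and STK, with 3.91 CPM there and 0 in every other library. Floral regulators switched on in leaf cells without floral organs cannot be told apart from buds. The 16 genes lay a median of 1.82 log2 units above the series (12 of 16 over 1 unit), but 8 of them are regulators themselves. The other 8 had a sum of 40.7 CPM, where the next library had 5.29, and a median of 4.37 log2 units, and such regulators might raise them too. A single white plant was sequenced, and a difference in age or development of that plant was not tested.

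Short-internode dwarf relative replicate 2, which the authors left out, had the highest sum of the 14 jasmonate genes, 27600 CPM, with 14 of 14 genes above the series by more than 1 log2 unit, where the next library had 8150 CPM and DMSO plants at most 7400. A jasmonate response of that plant stays open, since no second list of jasmonate genes was tested. The same genes lay a median of 4.58 log2 units above the series, which restates their high sum. The salicylate genes of the same library lay at -0.92, which argues against a salicylate response there. As a common feature of the 4 identified of the 5 libraries that the authors left out, a jasmonate response is argued against, since 1 of the 4 lay above every library outside the 4, with a highest median of 1.45 log2 units in the other 3 (the libraries outside the 4 reach 1.80, and may include the fifth). Of the 4, 2 were over 1 log2 unit above the series in the salicylate list, which argues against a shared salicylate response, and 2 had the lowest total of their group, which argues against low library size as the shared feature. Short-internode dwarf relative replicate 1 had the highest sum of the 10 salicylate genes, 2250 CPM, with 9 of 10 genes over 1 log2 unit above the series and a median of 3.13, where the next library had 1630 CPM and DMSO plants at most 1030. The jasmonate and salicylate genes are expressed in most leaves, 12 of 14 and 7 of 10 above 1 CPM in the median library. A wound, infection or growth condition of single plants stays open and was not tested. With 44 other libraries against 9 DMSO plants, the highest of the others exceeds the DMSO range more easily.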

How the results depend on the processing

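The tests chosen only after the result was seen are edgeR with legacy=FALSE, limma-voom, DESeq2 over all mapped libraries, fry without observation weights, and the calls of the authors' deposited table without the breakend genes or in windows of as many base pairs. Except where a reason is given, the cause of a change was not tested.

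BR-like dwarf plants against relatives had 17 calls with edgeR. Within 1.5 times were RLE factors (17), upper-quartile factors (18), no filter (17), filterByExpr (17) and no limit on the fold change (20). Other settings gave 311 with DESeq2, 11 with all mapped libraries, 9 without DMSO plants in the fit, 138 with the whole series in one fit, 458 with relatives and DMSO plants pooled, 11 with the first M2 family only, 52 with the second M2 family only, 113 with legacy=FALSE, 6 with limma-voom, 287 with DESeq2 over all mapped libraries and 222 at an adjusted p below 0.05. The number was 27, 11, 147 and 11 without replicate 1, 3, 4 or 5 of the dwarf plants, 11 and 6 without relative replicate 3 or 4, and 43 without DMSO replicate 5. Relatives against DMSO plants gave 0 with edgeR (1573 at an unadjusted p below 0.05), 11 with DESeq2, 10 with DESeq2 over all mapped libraries, and 1 without DMSO replicate 3 or BR-like dwarf replicate 4. Dwarf against DMSO plants gave 522, then 974 with DESeq2 and 1020 with DESeq2 over all mapped libraries, 282, 304 and 265 without dwarf replicate 3, 5 or 6, and at most 648 (without DMSO replicate 1) with a library left out.

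Short-internode dwarf plants against relatives had 5 calls. Within 1.5 times were RLE (6) and upper-quartile factors (6), no filter, filterByExpr, all mapped libraries, the whole series in one fit and no limit on the fold change (5 each) and legacy=FALSE (7). Other settings gave 45 with DESeq2, 19 without DMSO plants in the fit, 114 with relatives and DMSO plants pooled, 0 with the first M2 family only (1368 at an unadjusted p below 0.05 by edgeR), 1 with the second M2 family only, 3 with limma-voom, 332 with DESeq2 over all mapped libraries and 14 at an adjusted p below 0.05. Without dwarf replicate 1, 2, 3, 4, 5 or 6 the number was 2, 2, 1, 2, 3 and 2, without DMSO replicate 6 or 7 it was 3 and 8, and without relative replicate 3 or 4, which leaves 1 relative, it was 0 with edgeR (1167 and 869 at an unadjusted p below 0.05). Relatives against DMSO plants gave 0 with edgeR (3526 at an unadjusted p below 0.05), 143 with DESeq2 and 232 with DESeq2 over all mapped libraries. Dwarf against DMSO plants gave 301, then 819 with DESeq2, 88 with all mapped libraries and 515 with DESeq2 over all mapped libraries, 571, 520, 182 and 172 without DMSO replicate 1, 3, 4 or 6, and 130, 141, 183 and 158 without dwarf replicate 1, 2, 3 or 6.

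Virescent plants against relatives had 569 calls. Within 1.5 times were RLE and upper-quartile factors (581 each), no filter (507), filterByExpr (569), relatives and DMSO plants pooled (597), legacy=FALSE (676) and limma-voom (432). Other settings gave 1268 with DESeq2, 1047 with all mapped libraries, 1373 without DMSO plants in the fit, 370 with the whole series in one fit, 150 with the first M2 family only, 97 with the second M2 family only, 1748 with DESeq2 over all mapped libraries, 1399 at an adjusted p below 0.05 and 1080 with no limit on the fold change. With virescent replicate 1 as a relative, against its label and M2 family, edgeR called 0 (3262 at an unadjusted p below 0.05). The number was 214, 179 and 345 without relative replicate 1, 2 or 3, 348 and 324 without virescent replicate 1 or 3, and at most 677 (without DMSO replicate 5). Relatives against DMSO plants gave 43, then 184 with DESeq2, 71 with all mapped libraries, 16 with virescent replicate 1 as a relative and 314 with DESeq2 over all mapped libraries. It was at most 53 (without DMSO replicate 3), 24 without relative replicate 3, and 0 with edgeR without relative replicate 1 or 2 (2369 and 2422 at an unadjusted p below 0.05). Virescent against DMSO plants gave 527, then 1005 with DESeq2, 226 with virescent replicate 1 as a relative and 1001 with DESeq2 over all mapped libraries, 310 and 351 without virescent replicate 3 or 6, and at most 757 (without DMSO replicate 1).

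A replicate block gave 3, 1 and 361 calls against relatives in BR-like dwarf, short-internode dwarf and virescent plants, and 11, 87 and 94 against DMSO plants. With the replicate block 4 gene lists passed in BR-like dwarf plants. Of 31 pairs of plants with the same number 13 had a correlation over 0.1 (from -0.299 to 0.545), so the numbers were not taken to pair the plants, though the 4 pairs of BR-like dwarf plants and relatives were all positive (0.031 to 0.39). The block takes away degrees of freedom, and whether that accounts for the lower numbers was not tested.

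The inversion had a p of 0.257 in the one-sided permutation test, where 17 calls, or 0.29 in a window on average, are too few to decide on enrichment. This p stayed above 0.05 with windows of as many base pairs (0.223), at an adjusted p below 0.05 (0.0758) and with all mapped libraries (0.184), all in one-sided permutation tests. Windows on chromosome 2 only, where AS1 is the 1 called gene, and the calls without the breakend genes, which leave 0 inside, decide nothing. With DESeq2 calls and with the calls of the authors' deposited table it was 0.0014 each. For the calls of the authors' deposited table it was 0.0251 without the breakend genes and 1e-04 with windows of as many base pairs, the smallest that the permutations can give.

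Of the gene lists, 2, 2 and 3 passed by camera in the 3 lines. By fry 1, 0 and 1 passed, and by fry without observation weights 1, 0 and 3. With the correlation estimated from the data camera gave 0, 0 and 0 (1, 0 and 0 at an unadjusted p below 0.05). Against DMSO plants 5, 4 and 5 passed, and between relatives and DMSO plants 3, 4 and 4. With all mapped libraries 3, 2 and 3 passed, with auxin replaced by cell cycle in short-internode dwarf plants. Without BR-like dwarf relative replicate 1 the number was 4, and without short-internode dwarf relative replicate 4 it was 1.

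Over 45 named genes, AT5G39520 among them, 540 of 713 values under other settings and 653 of 763 with a library left out kept their direction and side of the threshold, 113 and 100 lost the call, 59 and 9 gained it, and 1 and 1 reversed. The reversed gene is AT2G33710, with a log2 fold change of 0.02 by limma-voom and 0.11 without BR-like dwarf relative replicate 2, against -0.58, and down to -0.97 without BR-like dwarf relative replicate 1. Neither reversed value was called.

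In the variegated line the difference in IM was -0.365, with -0.371 and -0.34 at a pseudocount of 0.1 or 5, -0.347 with RLE factors, -0.357 by library size and -0.101 in family 5A_58 alone. It passed 0.05 without replicate 9 of the green plants without variegated progeny (-0.451, p = 0.0182 in a two-sided exact permutation test) and without replicate 2 of those with (-0.538, p = 0.0455 in the same exact permutation test), and with single plants left out it was smallest, at -0.276, without replicate 3 of those with. All 3 plants with variegated progeny were of family 5A_58, and 2 of those without, replicate 9 among them. Outside that family alone, progeny and family are confounded. IM in the white plant was -1.93, and from -1.99 to -1.68 under the other settings. The difference in AT5G20030 was 0.339, with 0.19 to 0.734 under other settings, all at a p below 0.05 in two-sided permutation tests. It lost that threshold without DMSO replicate 4 (0.323), 5 (0.334), 6 (0.322), 8 (0.305) or 9 (0.327), without replicate 9 (0.286) or 10 (0.294) of the green plants without variegated progeny, and without replicate 1 of those with (0.29). With single plants left out it was highest, at 0.391, without replicate 4 of the green plants without variegated progeny.

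Depth limits genes at low counts, where a fold change rests on few counts and on the prior count. In simulated data with the library and group sizes used here, edgeR called 67.2%, 62.7% and 70.1% of genes changed by a log2 fold of 1.5 in the 3 lines, and 98.5%, 98.5% and 100% of those changed by 4. The changed genes there were not at low counts, so these shares do not measure that limit.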

Differences from the paper's values

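Where a setting is said to reach the paper's value, the alternatives meant are those set before the data were examined. The paper reports 309 differentially expressed genes in BR-like dwarf plants, and edgeR called 17. Of 32 alternatives, each library left out in turn among them, the paper's value is within 1.5 times of 3, DESeq2 (311), relatives and DMSO plants pooled (458) and an adjusted p below 0.05 (222), and not of the other 29. The paper's upregulated genes number 195, against 9 here, and of 32 alternatives DESeq2 (197) is within 1.5 times. The paper's downregulated genes number 114, against 8 here, and DESeq2 (114), the pooled controls and an adjusted p below 0.05 are within 1.5 times.

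For short-internode dwarf plants the paper reports 44 genes, 26 upregulated and 18 downregulated, against 5, 2 and 3 here. Of 30 alternatives DESeq2 (45 genes, 27 higher and 18 lower) is within 1.5 times for each, and the other 29 are not. For virescent plants the paper reports 1273 genes, against 569 here. Of 32 alternatives 5 are within 1.5 times, DESeq2 (1268), all mapped libraries (1047), the fit without DMSO plants (1373), an adjusted p below 0.05 (1399) and no limit on the fold change (1080). The paper's 668 upregulated genes stand against 199 here, with 4 alternatives within 1.5 times, DESeq2 (662), the fit without DMSO plants, an adjusted p below 0.05 and no limit on the fold change. The paper's 605 downregulated genes stand against 370 here, with 8 alternatives within 1.5 times, those 4, all mapped libraries, and leaving out DMSO replicate 1, 3 or 5. DESeq2 over all mapped libraries, chosen after the values were seen, gave 287 genes in BR-like dwarf plants (190 higher and 97 lower) and 1748 in virescent plants (912 and 836), each within 1.5 times, and dropped 31 of the 309 and 95 of the 1273 genes called in the authors' deposited table. In short-internode dwarf plants it gave 332 genes and dropped 18 of 44. DESeq2 over the libraries used by the authors dropped 4, 0 and 22 of these.

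The paper's adjusted p for AS1 is 6.37e-16, against 0.00016 by edgeR with Benjamini-Hochberg adjustment here, and DESeq2 is the 1 of 31 alternatives that comes close to it. The log2 fold change, the paper's value and that here, is -2.62, and 29 of 31 alternatives are within its standard error of 0.287. The paper's permutation test of the inversion has about 12 differentially expressed genes inside, read by eye in S9B Fig, against 1 here, and of 7 alternatives the calls of DESeq2 and those of the authors' deposited table (13 each) are within 1.5 times. The paper's p in that test is about 0.0091, read by eye in S9B Fig, against 0.257 here in a one-sided permutation test. The latter has too few calls to decide on enrichment. None of the 7 alternatives is within 1.5 times of the paper's p, while the calls of DESeq2 and of the authors' deposited table gave a lower p of 0.0014 each in one-sided permutation tests. Alternatives chosen after the values were seen gave 0.0251 for the calls of the authors' deposited table without the breakend genes and 1e-04 for those calls in windows of as many base pairs, the smallest that the permutations can give.

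The paper states that KNAT2, KNAT6, STM, BOP1, BOP2 and LOB, and also AT2G33720, are differentially expressed in BR-like dwarf plants. All 7 were higher here and none was called by edgeR against relatives, while AS1 and KNAT1 were called. DESeq2 called all 9, and edgeR called all 9 against DMSO plants and all 9 without BR-like dwarf replicate 4. Relatives and DMSO plants pooled called all 9 as well, and at an adjusted p below 0.05 all 9 are called. With the whole series in one fit KNAT6, STM, BOP1, LOB, AT2G33720 and JAL22 were called, without DMSO replicate 5 KNAT6 was, and with legacy=FALSE in edgeR, chosen after the values were seen, KNAT6, BOP1 and JAL22 were (204 of the 309 genes called in the authors' deposited table are dropped there). DESeq2 over all mapped libraries, also chosen after the values were seen, called all 9, JAL22 and UGT73C1. Of the genes that S9A Fig labels, UGT73C1 and JAL22 were not called by edgeR (adjusted p = 0.0249 and 0.0192 with Benjamini-Hochberg adjustment) and were called by DESeq2, with the controls pooled and at an adjusted p below 0.05, and JAL22 also without BR-like dwarf replicate 4. For short-internode dwarf plants the paper labels SULTR3;5, HB5, RAV1, NYC1, ATL23 and TZF5 in its figures, and these were not called by edgeR against relatives and all were called by DESeq2, while NRPC1, MAF1 and SULTR3;3 were called by both. RAV1, ATL23 and TZF5 were called without DMSO plants in the fit, TZF5 with relatives and DMSO plants pooled, and SULTR3;5, HB5, ATL23 and TZF5 by DESeq2 over all mapped libraries, chosen after the values were seen. The paper states that NRPC1 and MAF1 are upregulated, and both were called here as higher.

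In virescent plants the paper names ERF022, ERF014, ACS5 and GUN4 as differentially expressed. ERF022 and GUN4 were called here, and ERF014 and ACS5 were not called by edgeR (adjusted p = 0.0227 and 0.0535 with Benjamini-Hochberg adjustment). DESeq2 and the pooled controls called both, and all mapped libraries and an adjusted p below 0.05 called ERF014. Of alternatives chosen after the values were seen, legacy=FALSE called ERF014 (609 of the 1273 genes called in the authors' deposited table are dropped there) and DESeq2 over all mapped libraries called both. The paper names subunits of photosystem I and II as differentially expressed, and of the 23 photosystem genes tested here 0 were called by edgeR, with 20 at an unadjusted p below 0.05, 5 adjusted over the list alone, and 7 called by DESeq2. The paper places response to hypoxia among the terms of genes with decreased expression. In the 12 hypoxia genes tested here the median log2 fold change was 0.14 with 7 higher, while 11 of the 13 chitin genes, also such a term, were lower. These are other lists than the paper's terms.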

Other observations

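The tests chosen only after the result was seen are those with the growth score as a covariate, the growth score of virescent plants, the normalization factors and the chloroplast genes for the white plant's IM level, the overlap of AS1 with ACT1 and the regional test within groups.

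For each count of genes or lists, other splits of the same plants into groups of the same sizes were fitted. With phenotypic plants against relatives, chance is an unlikely source of the number of edgeR calls in all 3 lines, but not ruled out. The real split alone gave a number as large. It was 1 of 100 splits of the BR-like dwarf plants (17 genes, with 4 as the highest of the others). It was 1 of 28 of the short-internode dwarf plants (5 genes against 0), the smallest share possible there, and 1 of 84 of the virescent plants (569 against 0). Over all mapped libraries of the short-internode dwarf line the real split was 1 of 100 (5 genes against 1). For DESeq2's calls the real split was also 1 of 100, with 311 genes against 146, 1 of 28, with 45 against 29, and 1 of 84, with 1268 against 79. The DMSO plants came from several M1 lines and the plants of each phenotype from a single other one. The splits treat plants as independent, so against DMSO plants they leave a difference between M1 lines open. Within that limit, chance is an unlikely source against DMSO plants for BR-like dwarf plants (1 of 100 splits, 522 genes against 130) and virescent plants (1 of 100, 527 against 140). For short-internode dwarf plants 2 of 100 splits gave at least the 301 genes called, the other of them 533, so chance is an unlikely source there but not ruled out. Between relatives and DMSO plants the splits decide nothing for the BR-like dwarf line (100 of 100, 0 genes by edgeR with 1573 at an unadjusted p below 0.05 and 11 by DESeq2, highest 294) and the short-internode dwarf line (45 of 45, 0 genes by edgeR with 3526 at an unadjusted p below 0.05 and 143 by DESeq2, highest 2), since every split gives at least 0 genes. For the virescent line 3 of 100 splits gave at least the 43 genes called, and 1 of the others gave 907. For the number of lists past camera's threshold it cannot be excluded in any line, with 73 of 100 splits (2 lists, highest 5), 16 of 28 (2, highest 3) and 43 of 84 (3, highest 5). By fry the real split was 1 of 100 for BR-like dwarf plants (1 list against 0) and 1 of 84 for virescent plants (1 against 0), while in short-internode dwarf plants, with 0 lists by fry (0 at an unadjusted p below 0.05, and 2 past the threshold by camera), the splits again decide nothing (28 of 28). No batch is given in the labels, and the paper places all libraries on 1 lane.

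Leaf growth stage was weighed with the growth score, a stand-in whose link to growth was not tested, as a covariate. With it edgeR called 144 genes in BR-like dwarf plants, of which 17 were among the 17 without it, 7 in short-internode dwarf plants (5 of 5 shared) and 709 in virescent plants (355 of 569 shared). What this score captures is argued against as the whole source of these numbers. In virescent plants the score was 0.86 ± 0.45 (SD, n = 6), against -0.17 ± 0.38 (SD, n = 3) in relatives, with 5 of 6 plants beyond every relative (two-sided exact permutation test, p = 0.0238). Over the 3 lines the adjusted p was 0.0714 by Benjamini-Hochberg adjustment of exact permutation tests, so chance cannot be excluded for this difference, and growth as a part of the virescent difference stays open.

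The overlap of AS1 with ACT1 was weighed as a source of the lower AS1 counts. Reads lost from AS1 to ACT1 would raise ACT1, and reads that AS1 took from ACT1 would fall with ACT1. ACT1 changed by -0.30 against -2.62 for AS1, which argues against shared reads of either kind as the source. The genes also lie on opposite strands, and the libraries were stranded. In the white plant IM was at -1.93 log2 against the 13 green plants. The photosystem genes listed are nuclear, so their median of -2.16 log2 there (23 of 23 lower) does not measure chloroplast transcripts. Chloroplast genes took 0.937% of that plant's counts, within the 0.401% to 1.10% of the green plants. Libraries of mRNA need not measure chloroplast transcripts, so a loss of them stays open. The normalization factors are argued against as the source of the IM level, since it was -1.7 without them. A deletion in IM that lowers the transcript stays open, as the counts per gene do not tell alleles apart.

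AT5G20030, in which Fig 4C places a deletion in the variegated line, had 4.22 ± 1.71 CPM (SD, n = 13) in the green plants of the line and 2.98 ± 0.571 (SD, n = 9) in DMSO plants, a difference of 0.339 on the log2(CPM + 1) scale (two-sided permutation test, p = 0.0404). Without DMSO replicate 4, 5, 6, 8 or 9 the p was 0.064, 0.0567, 0.0646, 0.0752 and 0.0609 (permutation tests), without green plants without variegated progeny replicate 9 and 10 it was 0.0544 and 0.0669, and without replicate 1 of those with variegated progeny 0.0551 (permutation tests). The 8 green plants of the other families differed from DMSO plants by 0.09 (two-sided exact permutation test, p = 0.36).

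Pollen transcripts were seen in single leaf libraries. Of 19 genes listed, 17 could be paired, and their sum was 159 CPM in DMSO replicate 9 (15 of 17 over 1 log2 unit above the series), 99.5 in green plants with variegated progeny replicate 1, 49.2 in replicate 3 of these, 32.7 in replicate 7 of the green plants without, and 31.9 in short-internode dwarf replicate 2, with a median of 3.32 and 10.7 in the white plant. None of the 17 is above 1 CPM in the median library. Pollen on the sampled leaves stays open, since no second list of pollen genes was tested. The same genes lay a median of 4.74 log2 units above the series in DMSO replicate 9, which restates their high sum. Floral buds are argued against there, since the flower list had 11.9 CPM, as in most libraries.

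Running medians over 31 neighbouring genes were set against the median of DMSO plants. The DMSO plants lay between -0.40 and 0.47 log2 units of it, and the other 44 libraries between -1.2 and 0.82. Of these, 17 went beyond the DMSO range in some window. A segment at another copy number cannot be told apart from other regional differences there, since 44 libraries are set against 9 DMSO plants. Within groups of at least 3 plants, a shift in every plant was found in 0 windows. In simulated data, segments of 60 genes in single libraries were found in 45 of 50 trials at 1.5 times the expression and in 50 of 50 at 0.5 times. Shorter segments were not simulated, nor segments shared by a group, so a segment at another copy number in every plant of a group stays open. The single white plant was above the DMSO range in 34 windows and below it in 457.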
